# Long-term high-grain diet alters ruminal pH, fermentation, and epithelial transcriptomes, leading to restored mitochondrial oxidative phosphorylation in Japanese Black cattle

**DOI:** 10.1038/s41598-020-63471-0

**Published:** 2020-04-14

**Authors:** Toru Ogata, Hiroki Makino, Naoki Ishizuka, Eiji Iwamoto, Tatsunori Masaki, Keiichiro Kizaki, Yo-Han Kim, Shigeru Sato

**Keywords:** Agricultural genetics, Transcriptomics

## Abstract

To increase intramuscular fat accumulation, Japanese Black beef cattle are commonly fed a high-grain diet from 10 to 30 months of age. Castrated and fistulated cattle (*n* = 9) were fed a high-concentrate diets during the early, middle, and late stages consecutively (10–14, 15–22, 23–30 months of age, respectively). Ruminal pH was measured continuously, and rumen epithelium and fluid samples were collected on each stage. The 24-h mean ruminal pH during the late stage was significantly lower than that during the early stage. Total volatile fatty acid (VFA) and lactic acid levels during the late stage were significantly lower and higher, respectively, than those during the early and middle stages. *In silico* analysis of differentially expressed genes showed that “Oxidative Phosphorylation” was the pathway inhibited most between the middle and early stages in tandem with an inhibited upstream regulator (PPARGC1A, also called PGC-1α) but the most activated pathway between the late and middle stages. These results suggest that mitochondrial dysfunction and thereby impaired cell viability due to acidic irritation under the higher VFA concentration restored stable mitochondrial oxidative phosphorylation and cell viability by higher lactic acid levels used as cellular oxidative fuel under a different underlying mechanism in subacute ruminal acidosis.

## Introduction

A high-grain diet promotes the growth, productivity, and quality of meat or milk production in beef and dairy cattle. On a high-grain diet, organic acids such as volatile fatty acids (VFAs) and lactic acid accumulate in the rumen^1,2^. Ruminal pH is critical in the maintenance of normal, stable fermentation, microbial populations, and absorptive function^2–4^, and is determined by the balance between acid production by microbes and acid removal by absorption, neutralization, and clearance^1,5,6^, in a host–microbiome interaction^7^. The occurrence of subacute ruminal acidosis (SARA) defined by a rumen pH <5.6 is due to the non-physiological accumulation of VFAs, while ruminal acidosis defined by a rumen pH <5.0 is associated with accumulated lactic acid in the rumen^2^.

Several short- (days) or mid-term (weeks) studies have shown that SARA or rumen acidosis challenges affected the rumen epithelial structure, gene expression, and transcriptomes^8–10^. For example, in one study, 3 weeks of a high-grain diet (65% grain) compromised the structural integrity and led to the appearance of undifferentiated cells near the stratum corneum of the rumen papillae in non-lactating dairy cattle^8^. In another, the rumen papillae in dairy cattle fed a total mixed ration had increased epithelial desquamation and sloughing scores during early lactation, as well as upregulation of genes encoding desmosome assembly (despoglein1 and corneodesmosin), epidermal growth factor (EGF) signaling (epiregulin), transforming growth factor β (TGFB) signaling (connective tissue growth factor and TGFB1), and the insulin-like growth factor (IGF)-axis (IGF binding protein 2), and downregulation of genes encoding (EGF) signaling (EGF receptor) and IGF-axis (IGF binding protein 3) compared to those before lactation^9^. In addition, Kim *et al*.^10^ reported that the higher acidity caused by feeding only calf starter damages the rumen mucosal barrier and stimulates the proliferation of rumen epithelial cells regulated by growth factor (TGFB1) and signaling pathways (EGF and IGF-binding protein) during the weaning transition.

Japanese Black cattle can accumulate large amounts of intramuscular fat^11^. The fattening of Japanese Black cattle typically begins at about 10 months of age and is completed by about 30 months. During the fattening period, the cattle are generally fed a high-grain diets containing low levels of vitamin A, to induce greater intramuscular fat deposition, leading to highly marbled meat, although hypovitaminosis A may be related to the occurrence of hepatic disorders^12^. Therefore, Japanese Black cattle are continuously fed a high-grain diet (concentrate ratio 70–90%) with a low proportion of forage diet for about 20 months in contrast to dairy cattle fed mid-grain diets to high-grain diets (concentrate ratio 40–70%) or total mixed rations for about 10 months at most after calving^9,13^. However, little is known about the effects of the rumen environment on Japanese Black cattle fattening, in terms of the ruminal pH, fermentation, and epithelial transcriptomes.

Therefore, we explored the effects of the ruminal pH, fermentation, and epithelial transcriptomic dynamics on the fattening of 10-month-old Japanese Black beef cattle fed a long-term (20-month) high-grain diet. The findings increase our understanding of the ruminal pH, fermentation, and epithelial transcriptomes as an adaptation to a long-term high-grain diet, contributing to understand their interactions (i.e., host-microbiome interactions) in Japanese Black beef cattle.

## Results

### Daily dietary intake, ruminal pH, total VFA, LPS, and LBP

In this study, we re-analyzed our previously published data regarding rumen fermentation parameters^14^ to evaluate the relationships between ruminal pH and candidate gene expression in the RE.

No adverse health condition throughout the study period and effects of ruminal cannulation after surgery were observed for any of the cattle. The daily intake and rumen fermentations were described previously^14^. Briefly, the organic matter basis concentrate intake was significantly (*P* < 0.05) higher during the Middle stage than during the early and late stages (7.6 vs. 6.0 and 6.1 kg/day, respectively), and the forage diet intake was significantly (*P* < 0.05) higher during the early stage than the middle and late stages (2.1 vs. 1.1 and 1.0 kg/day, respectively). Nutrient adequacy rates of dry matter (DM) and total digestible nutrients (TDN) were calculated based on the total consumption amounts of concentrate diet and forage.

No change in pH was observed during calibration. The 24 h mean ruminal pH was significantly (*P* < 0.05) lower during the middle and late stages than during the early stage (Fig. 1). Accordingly, the duration of pH <5.6 was significantly (*P* < 0.05) longer during the late stage than during the early stage, and the durations of pH <5.8 were significantly (*P* < 0.05) longer during the middle and late stages than during the early stage. The 1 h mean ruminal pH was significantly (*P* < 0.05) lower during the late stage than during the early and middle stages, and was significantly (*P* < 0.05) lower during the middle stage than during the early stage (Fig. S1).

**Figure 1:**
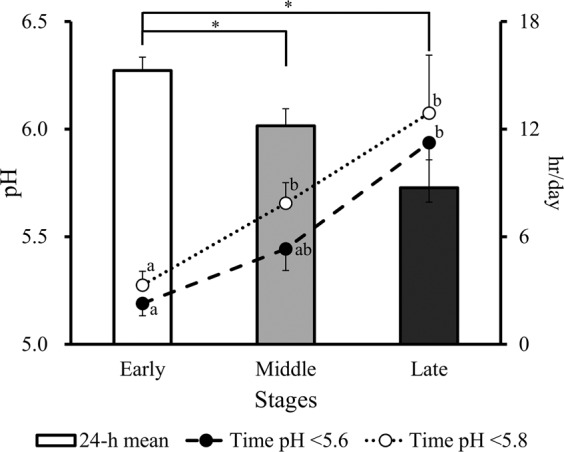
The 24 h mean ruminal pH (bar graph) and duration of time where pH was <5.6 (dotted line) and <5.8 (dashed line) in Japanese Black beef cattle during the early, middle, and late fattening stages. Values are the mean ± SE. *Significantly (*P* < 0.05) different in the bar graph. ^a,b^Different superscripts are significantly (*P* < 0.05) different in the line graph.

The total VFA concentration was significantly (*P* < 0.05) lower during the late stage than during the early and middle stages (Fig. 2). The lactic acid concentration was significantly (*P* < 0.05) higher during the late stage than during the early and middle stages, and was significantly (*P* < 0.05) lower during the middle stage than during the early stage. The rumen lipopolysaccharide (LPS) activities were significantly (*P* < 0.05) higher during the middle and late stages than during the early stage. However, the proportions of individual VFAs and peripheral blood LPS-binding protein (LBP) concentration did not differ (*P* > 0.10) among the fattening stages (Fig. 2).

**Figure 2:**
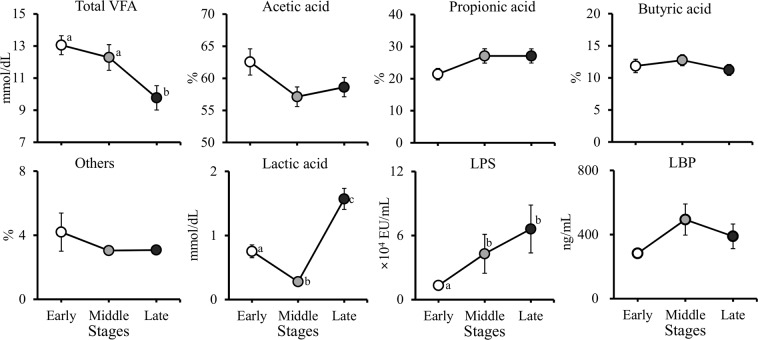
Changes in rumen total volatile fatty acid (VFA), lactic acid, and lipopolysaccharide binding protein (LBP) concentrations, and lipopolysaccharide (LPS) activity in Japanese Black beef cattle during the early, middle, and late fattening stages. ^a,b,c^Different superscripts are significantly different (*P* < 0.05). Values are the mean ± SE.

### Microarray and pathway analyses of the rumen epithelium

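The RE, the stratified epithelium that lines the rumen and absorbs volatile fatty acids, was biopsied from the same 9 Japanese Black cattle at the early, middle and late fattening stages, at 14, 21 and 29 months of age. RNA from each biopsy was labeled with cyanine 3 and hybridized to a customized bovine oligonucleotide microarray, which gave 27 arrays of 1 color, 9 at each stage. The scanner output deposited by the authors gives the intensity of each of 15110 spots other than control spots after Feature Extraction had subtracted the local background. These spots carry 15008 different probes of 60 bases, and spots of the same probe were averaged. The log2 of each processed intensity was set relative to the median of its array, as the methods describe, and spots marked as outliers by the scanner software were treated as missing. A level is therefore a log2 intensity relative to the median of the array. The fold changes printed in the paper lie nearer to 75th percentile scaling of the arrays, which was run as an alternative. All 3 stages were fitted in 1 limma model with the animal as a block, and *P* values were adjusted by the Benjamini-Hochberg method over all probes. A probe with an adjusted *P* below 0.05 is called a differentially expressed gene (DEG), and a fold change of at least 2 is a second threshold. The middle stage against the early stage is the first period, the late against the middle stage the second period, and the late against the early stage the total period. Precision is limited by the number of arrays. These choices and the alternatives to them were set before the data were examined, apart from those that are named as chosen later.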

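Middle-stage arrays were the dimmest. The median processed signal of an array, in linear intensity units, ranged from 35.2 to 48.6 at the early stage (median of 9 arrays 39.3), from 8.22 to 28.7 at the middle stage (median 16.7) and from 32.2 to 47.0 at the late stage (median 39.6). The share of probes well above background was 68.9 to 78.2% at the early stage, 48.8 to 71.6% at the middle stage and 68.5 to 73.8% at the late stage. The scanner output also gives a median coefficient of variation of replicate spots. It was 37.5 and 25.2% on the middle-stage arrays of cattle 8 and 9 and 4.11 to 10.7% on all other arrays. In at least 1 stage, 10165 probes were well above background on all 9 arrays, and 6764 probes were so on all 27 arrays. The arrays lay on 5 slides scanned on 4 days, and most slides held 1 stage. Slide 1 held the early-stage arrays of cattle 1 to 8, slide 2 the early-stage array of animal 9 and the middle-stage arrays of cattle 1 to 7, slide 3 the middle-stage arrays of cattle 8 and 9, slide 4 the late-stage arrays of cattle 1 to 8, and slide 5 that of animal 9.

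**Figure D1:**
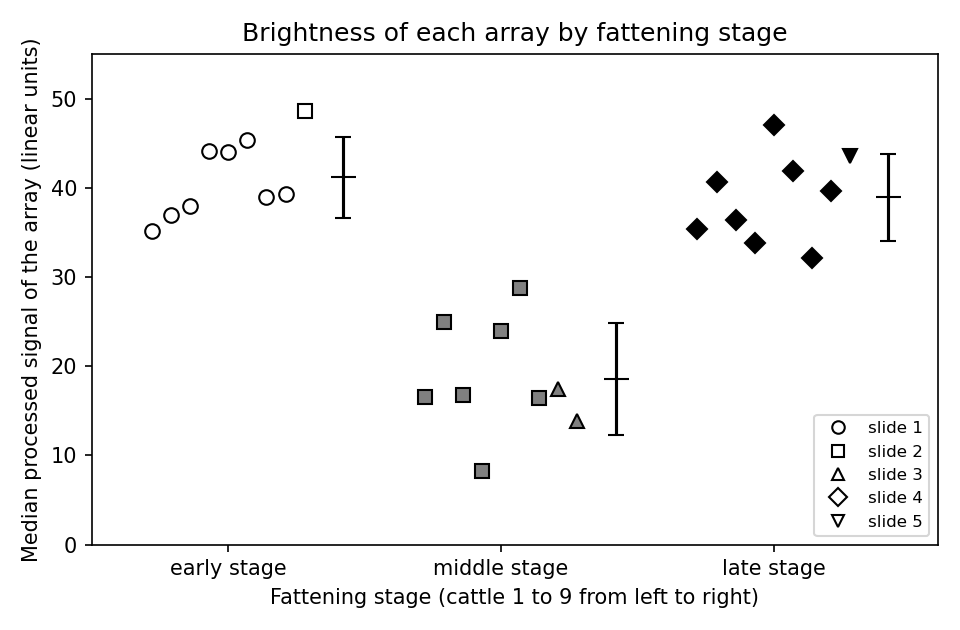
Brightness of each array by fattening stage. The vertical axis is the median processed signal of an array in linear intensity units, the horizontal axis the stage with cattle 1 to 9 from left to right, the fill marks the stage (white early, gray middle, black late), the symbol marks the slide (circle slide 1, square slide 2, triangle slide 3, diamond slide 4, inverted triangle slide 5), and the bar is the mean and SD of 9 arrays. All 9 middle-stage arrays lie at or below 28.7, and the early-stage and late-stage arrays lie at or above 32.2.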

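During the first period 9986 probes were DEGs, 6793 with a higher and 3193 with a lower signal at the middle stage. During the second period 10735 probes were DEGs, 4047 higher and 6688 lower at the late stage. Over the total period 3019 probes were DEGs, 1679 higher and 1340 lower at the late stage. The median log2 fold change of all probes was 0.325, −0.270 and 0.034 in the 3 comparisons, and the median standard error of a probe was 0.188. The setting that moved the first-period count most was the slide as a fixed block. Under it limma called 1 probe, with 2646 probes at an unadjusted *P* below 0.05. The estimate of that model adds to the mean change of cattle 1 to 7 the change of animal 9 minus that of animal 8. Both of these cattle have their middle-stage array on slide 3. The median standard error was 0.771. Only the early-stage array of animal 9 lies on a slide with arrays of another stage. Within slide 2, where that array stood against 7 middle-stage arrays, 7 probes were called and 3273 had an unadjusted *P* below 0.05. Across probes, the first-period changes had a correlation of 0.621 with those under the fixed block and of 0.831 with those within slide 2, and probes are not independent replicates. With the slide as a random block, 6833, 7511 and 250 probes were called in the 3 comparisons.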

In all, 3,570, 3,856, and 2,477 DEGs (FDR corrected *P* < 0.05) were identified when comparing the middle and early (first period), late and middle (second period), and late and early (total period) stages, respectively. There were 873 DEGs (315 upregulated) during the first period, 1,216 DEGs (656 upregulated) during the second period, and 115 DEGs (34 upregulated) during the total period, and they were mapped to molecular functions (FDR corrected *P* < 0.05, fold change ≥2; Table S3). 

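With the threshold of a 2-fold change added, 4718 probes were DEGs during the first period, 5858 during the second and 617 over the total period. Of these, 3581, 1499 and 198 were upregulated. In the first period 75.9% of the DEGs of at least 2-fold were upregulated, against 38.4% under quantile normalization and 36.3% without dim probes, and after normexp background correction 729 probes passed both thresholds with 1.92% upregulated. In the second period 25.6% were upregulated, against 52.8% under quantile normalization, 59.5% without dim probes and 97.0% after normexp. The offset of normexp shrinks the changes of dim probes, and of all DEGs after normexp 67.3% were upregulated in the first and 41.0% in the second period, against 68.0% and 37.7% without it. The largest changes were ranked among DEGs changed the same way in all 9 cattle and well above background on all 9 arrays of a stage. JAK1 had one of the 3 largest falls in the first period, with a log2 fold change of −3.31 (SE 0.38, limma adjusted *P* = 1.15e-06). It was well above background on 6 of 9 middle-stage arrays. DUOXA2 had another, with −3.08 (SE 0.32, 8 of 9 arrays). SERPINB7 was not well above background on any middle-stage array and was at least 4.75-fold higher at the late stage (limma adjusted *P* = 6.24e-09). This bound sets the mean of the brighter stage against the lowest signal among probes well above background on each array of the dimmer stage. TPM1 was lower at the late than at the middle stage in 9 of 9 cattle (limma adjusted *P* = 6.14e-12) and was well above background on 2 of 9 late-stage arrays. TUBAL3 was not well above background on any late-stage array and was at least 20.4-fold lower there than at the middle stage. Over the total period KCNK15 rose by 3.85 (SE 0.13, limma adjusted *P* = 1.22e-13) and CD164L2 by 2.24, and TUBAL3 was at least 10.5-fold lower. NUAK1 was higher at the late stage in 9 of 9 cattle (limma adjusted *P* = 1.72e-05) and was well above background on 1 of 9 early-stage arrays, and DRD2 was lower in 9 of 9 (limma adjusted *P* = 2.28e-09) and was so on 1 of 9 late-stage arrays. The sizes of the changes of TPM1, NUAK1 and DRD2 are not given, because most arrays of a stage did not measure them.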

Twenty-two candidate genes were common to all stages (FDR corrected *P* < 0.05, fold change ≥2), and all of the upregulated or downregulated DEGs during the first period were reversely downregulated or upregulated during the second and total periods (Table S4). 

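In this fit 131 probes were DEGs of at least 2-fold in all 3 comparisons. In 129 of them the direction of the first period was reversed in the second, and 115 were upregulated in the first period. All of the 22 genes of Table S4 were DEGs in every comparison in the direction of that table, 20, 22 and 17 of them at 2-fold, with median log2 fold changes of 1.17, −2.23 and −0.97. Those below 2-fold in the first period were TOX2, with a log2 fold change of 0.995, and HNRNPU, with 0.97. RHOU, which encodes a small GTPase, had log2 levels of 4.50 ± 0.11 at the early, 5.69 ± 0.49 at the middle and 0.38 ± 0.29 at the late stage (SD, n = 9). Its log2 fold change was 1.18 (SE 0.14) in the first period, −5.30 in the second and −4.12 over the total period (limma adjusted *P* = 2.19e-06, 2.99e-15 and 1.85e-13). SLA2 moved the other way, with −2.10, 3.63 and 1.52. With each animal left out in turn, 106 to 143 probes passed in all 3 comparisons, and after normexp background correction 10 did.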

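The array carries 331 probes named as members of the SLC and SLCO families, which encode membrane transporters. During the first period 114 of them were DEGs of at least 2-fold, 89 upregulated and 25 downregulated, but 16 were upregulated and 34 downregulated under quantile normalization, 7 and 25 without dim probes, and 0 and 11 after normexp background correction. During the second period 142 passed, 33 upregulated and 109 downregulated, whereas the split was 41 to 30 under quantile normalization, 33 to 19 without dim probes and 33 to 1 after normexp. Over the total period 13 passed, 4 upregulated and 9 downregulated. The split was 3 to 6 under quantile normalization and also without dim probes, 3 to 15 under 75th percentile scaling and 2 to 0 after normexp. The slide as a fixed block left 0 SLC probes called in the first period by limma, with 71 of at least 2-fold at an unadjusted *P* below 0.05. Adjusted over the list alone, 213, 241 and 65 SLC probes had an adjusted *P* below 0.05 in the 3 comparisons, beside 213, 240 and 66 over all probes. The genes of Table 1 were DEGs in the direction of that table in 13 of 13, 19 of 19 and 3 of 3 cases. Because that table was chosen on these arrays, the tally is not independent evidence. SLC28A3, a nucleoside transporter, fell most, with a log2 fold change of −2.81 in the first period (SE 0.33, limma adjusted *P* = 1.43e-06) and 3.53 in the second. It was well above background on 5 of 9 middle-stage arrays. The mitochondrial ADP/ATP carrier SLC25A6 changed by −2.548 (SE 0.25) and 2.45. SLC5A12 changed by 1.10 (SE 0.15) and −1.16, and SLC10A5 rose by 1.38 (SE 0.18) in the first period. Over the total period the log2 fold change was 1.33 for SLC29A4, −1.43 for SLC39A11 and −0.94 for SLCO2A1 (limma adjusted *P* = 5.17e-06, 3.19e-07 and 1.94e-04).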

Transporter gene expression of the rumen epithelium (RE) included 22 different soluble carrier (SLC) family members, and they were significantly changed during the first (2 upregulated, 11 downregulated), second (12 upregulated, 7 downregulated), and total (1 upregulated, 2 downregulated) periods (Table 1). 

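Principal components were computed from the 14954 probes with a value on all 27 arrays, without scaling of the probes. The first component held 47.6% of the variance, the second 9.37% and the third 5.79%. Scores on the first component were −27.8 ± 3.49 at the early stage, 78.3 ± 39.4 at the middle stage and −50.5 ± 6.13 at the late stage (mean ± SD, n = 9). Scores on the second were 14.8 ± 12.8, 5.56 ± 36.6 and −20.4 ± 12.6. The separation of stages was tested by the pseudo-F of distances over all probes, with the stages exchanged within each animal in every way. Pseudo-F was 10.8 for the middle against the early stage, 15.5 for the late against the middle stage and 4.86 for the late against the early stage, each with an exact *P* = 0.0039, the smallest this design can give. The share of the first component was 35.8% under quantile normalization and 71.2% after normexp background correction.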

The principal component analyses (PCA) plots of the fattening stages were similar within and distinct between stages, particularly in the middle versus late and early stages (Fig. 3).

**Table 1:** Differentially expressed genes (FDR corrected P < 0.05, fold change ≥ 2) encoding rumen epithelial transporters in the comparisons of the middle and early, late and middle, and late and early stages in Japanese Black beef cattle.

Gene Symbol	Fold Change			*P*-value			Gene Name
	Middle vs. Early	Late vs. Middle	Late vs. Early	Middle vs. Early	Late vs. Middle	Late vs. Early	
SLC5A12	2.24	−2.54		1.84.E-03	1.18.E-04		solute carrier family 5 (sodium/glucose cotransporter), member 12
SLC6A8	−2.01			1.28.E-03			solute carrier family 6 (neurotransmitter transporter, creatine), member 8
SLC7A6OS		−2.05			3.23.E-03		solute carrier family 7, member 6 opposite strand
SLC9A6	−4.08	4.08		7.87.E-04	1.64.E-05		solute carrier family 9 (sodium/hydrogen exchanger), member 6
SLC10A5	2.72			2.05.E-04			solute carrier family 10, member 5
SLC22A5		−3.68			1.89.E-08		solute carrier family 22 (organic cation/carnitine transporter), member 5
SLC22A8	−3.50	6.75		2.73.E-03	5.26.E-07		solute carrier family 22 (organic anion transporter), member 8
SLC22A18	−2.49	2.20		2.05.E-04	8.00.E-06		solute carrier family 22, member 18
SLC23A3		−2.32			1.46.E-04		solute carrier family 23 (nucleobase transporters), member 3
SLC25A5	−3.30	2.99		4.76.E-04	2.17.E-04		solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 5
SLC25A6	−5.59	4.80		5.10.E-04	5.40.E-05		solute carrier family 25 (mitochondrial carrier; adenine nucleotide translocator), member 6
SLC25A11	−2.48	2.38		6.02.E-04	3.30.E-05		solute carrier family 25 (mitochondrial carrier; oxoglutarate carrier), member 11
SLC25A17		2.10			1.19.E-04		solute carrier family 25 (mitochondrial carrier; peroxisomal membrane protein, 34 kDa), member 17
SLC26A3	−6.38	10.80		3.45.E-03	6.37.E-05		solute carrier family 26, member 3
SLC28A3	−6.71	10.20		1.35.E-03	9.92.E-06		solute carrier family 28 (sodium-coupled nucleoside transporter), member 3
SLC29A4		2.45	2.32		7.62.E-07	1.60.E-03	solute carrier family 29 (nucleoside transporters), member 4
SLC35A5	−2.73	2.52		8.02.E-03	3.88.E-03		solute carrier family 35, member A5
SLC35C1		−2.09			2.44.E-06		solute carrier family 35, member C1
SLC35F5	−2.63	3.83		6.84.E-04	5.55.E-06		solute carrier family 35, member F5
SLC39A7		−2.46			2.03.E-08		solute carrier family 39 (zinc transporter), member 7
SLC39A11		−2.17	−2.92		7.98.E-06	9.93.E-05	solute carrier family 39 (metal ion transporter), member 11
SLCO2A1			−2.08			4.90.E-04	solute carrier organic anion transporter family, member 2A1

**Figure 3:**
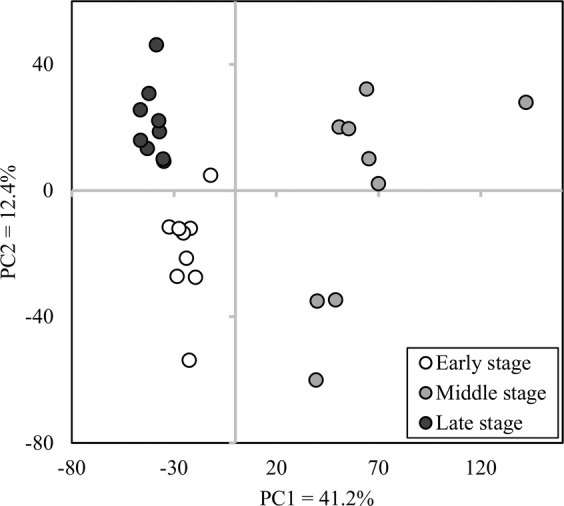
Principal component analyses plots of Japanese Black beef cattle during the early (white), middle (gray), and late (black) fattening stages. PC1 and PC2 are principal components 1 and 2, respectively.

Canonical pathways of DEGs were identified (*P* < 0.05, z-score ≥ 2 or ≤ −2) using IPA software. There was no activated canonical pathway during the first period, whereas “Oxidative Phosphorylation” was the most inhibited (z-score = –3.32, *P* = 3.72 × 10^−3^) pathway during the same period (Table 2, Fig. 4A). 

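A list of 81 nuclear genes encoding subunits of the oxidative phosphorylation complexes was fixed beforehand. Its median log2 fold change in the first period was −0.02 and its mean −0.14, with 20 members upregulated and 27 downregulated. The median was 0.04 under 75th percentile scaling and with the series matrix values and 0.24 with the slide as a fixed block, and it was −0.53 after normexp background correction. Of these, 75th percentile scaling is the one to which the paper's printed fold changes lie nearer than to the array median. Relative to all other probes the list was lower by camera with a preset correlation (adjusted *P* = 0.00234, range 3.29e-05 to 0.849 over the alternatives for this list). Relative to them it was not lower by camera with the estimated correlation of 0.266 (adjusted *P* = 0.796). By fry, which tests against no change, the list was lower (adjusted *P* = 0.0391). The mean change of the list was −0.14 ± 0.25 per animal (SD, n = 9), lower in 8 of 9 cattle (two-sided exact sign-flip *P* = 0.129). Relative to the median of all probes it was −0.44 ± 0.19, lower in 9 of 9 (exact *P* = 0.0039, the smallest possible). Adjusted over the list alone, 47 members had an adjusted *P* below 0.05, also 47 over all probes. NDUFC1 rose most, by 1.94. Without animal 4 the list median was 0.06 and without animal 2 it was 0.02. Of the genes Table 2 gives for other pathways in this period, 6 of 6 for iNOS Signaling and 4 of 4 for IL-22 Signaling were lower at the middle stage. For NRF2-mediated Oxidative Stress Response 14 of 19 were lower and 5 higher, with a median of −1.56, and for Insulin Receptor Signaling 7 of 11 were lower. Those genes were chosen on these arrays, and the activation z-scores were not recomputed.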

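In the second period the list of nuclear oxidative phosphorylation subunits had a median log2 fold change of 0.30 and a mean of 0.20, with 38 members upregulated and 19 downregulated (camera with a preset correlation, adjusted *P* = 0.00148, range 7.39e-05 to 0.718 over the alternatives for this list). The mean per animal was higher at the late stage in 8 of 9 cattle (exact *P* = 0.0547), and relative to all probes it was 0.46 higher, in 9 of 9. By fry the adjusted *P* was 0.0041, and with an estimated correlation camera gave 0.718. Adjusted over the list alone, 57 members were past the threshold. Of 15 genes that Table 2 gives for the Endocannabinoid Cancer Inhibition Pathway 6 were higher and 9 lower at the late stage, and of 6 genes for the Role of p14/p19ARF in Tumor Suppression all 6 were lower.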

During the second period, “Oxidative Phosphorylation” was activated the most (z-score = 2.50, *P* = 6.61 × 10^−3^; Fig. 4B), and no inhibited pathway was identified (Table 2). Table 3 summarizes the genes integrating oxidative phosphorylation pathway during the first (11 downregulated) and second periods (11 upregulated, 2 downregulated).

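All 11 genes of Table 3 were downregulated at 2-fold or more in the first period, with a median log2 fold change of −1.74, and all 13 were DEGs in the direction of that table in the second, 12 of them at 2-fold, with a median of 1.40. With the slide as a fixed block 0 of the 11 were called by limma, 2 had an unadjusted *P* below 0.05 and 8 kept their direction, and within slide 2 there was 1 call, 9 had an unadjusted *P* below 0.05 and 11 kept their direction. The log2 level of SDHA, a subunit of complex II, was 2.23 ± 0.28 at the early, −0.71 ± 0.26 at the middle and 2.32 ± 0.14 at the late stage (SD, n = 9), and it was well above background on 7 of 9 middle-stage arrays. Its log2 fold change was −2.94 (SE 0.11, limma adjusted *P* = 2.08e-12) and then 3.029 (adjusted *P* = 5.87e-13). UQCRC1 of complex III changed by −2.30 (SE 0.18) and 2.02, and NDUFS1 of complex I by −1.74 (SE 0.11) and 1.80. SDHC, measured on 6 of 9 middle-stage arrays, changed by −1.84 and 1.66, and ATPAF1, measured on 8 of 9, by −1.83 and 2.16. The direction of ATPAF1 in the first period turned to 0.02 with the slide as a fixed block. The smallest falls were those of NDUFA9 and NDUFV3, by 1.11 each. In the second period NDUFA6 and UQCRQ were downregulated, NDUFA6 with −1.89 (SE 0.10, limma adjusted *P* = 3.00e-11) and UQCRQ with −0.98 (SE 0.13, adjusted *P* = 2.95e-06). The paper gives a fold of −2.25 for UQCRQ, and 75th percentile scaling, to which its folds lie nearer, lowers all second-period changes.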

**Table 2:** Canonical pathways activated (z-score ≥2) and inhibited (z-score ≤ −2) generated by Ingenuity Pathway Analysis (IPA) in comparisons of the early and middle stages and late and middle stages.

Canonical Pathways	-log(p-value)	zScore^a^	Ratio	Molecules
Middle *vs*. Early stages				
iNOS Signaling	2.10	−2.00	0.133	FOS, IFNGR1, IFNGR2, CALML5, JAK1, LBP
CCR5 Signaling in Macrophages	1.93	−2.00	0.096	GNAI1, FOS, GNG5, CCL5, CD3G, GNG7, CALML5, GNB1, CACNG1
IL-22 Signaling	1.87	−2.00	0.167	IL10RB, AKT1, IL22RA1, JAK1
NRF2-mediated Oxidative Stress Response	3.39	−2.11	0.094	SQSTM1, ABCC4, AKT1, UBE2E3, NQO2, HSPB8, MAP2K1, PPIB, FOS, AKR7A2, SOD2, CCT7, ACTB, PTPN11, CAT, EPHX1, AKR1A1, VCP, HERPUD1
Insulin Receptor Signaling	1.51	−2.11	0.075	AKT1, PTPN11, PPP1R12A, PPP1CA, PPP1CB, PRKAR1B, JAK1, SCNN1A, MAP2K1, SYNJ1, PPP1R11
Oxidative Phosphorylation	2.43	−3.32	0.101	SDHB, UQCRC1, NDUFA9, SDHA, NDUFV3, NDUFS6, ATPAF1, ATP5F1C, ATP5F1B, SDHC, NDUFS1
Late *vs*. Middle stages				
Oxidative Phosphorylation	2.18	2.50	0.119	COX11, UQCRC1, SDHA, NDUFV3, NDUFAB1, NDUFS1, SDHB, UQCRQ, ATP5PO, NDUFA6, ATPAF1, ATP5F1C, SDHC
Role of p14/p19ARF in Tumor Suppression	1.46	2.45	0.133	SENP3, FGFR1, UBTF, PTPN11, MDM2, TTF1
Endocannabinoid Cancer Inhibition Pathway	1.57	2.32	0.095	MAP2K5, GNAI1, FGFR1, SMPD2, MAP2K1, RHOA, PTPN11, CREB3, SPTLC1, TWIST2, PRKAR1B, DDIT3, VEGFB, CASP8, PRKAR2A

^a^Values indicate a statistically significant match between up- and down-regulation patterns.

**Figure 4:**
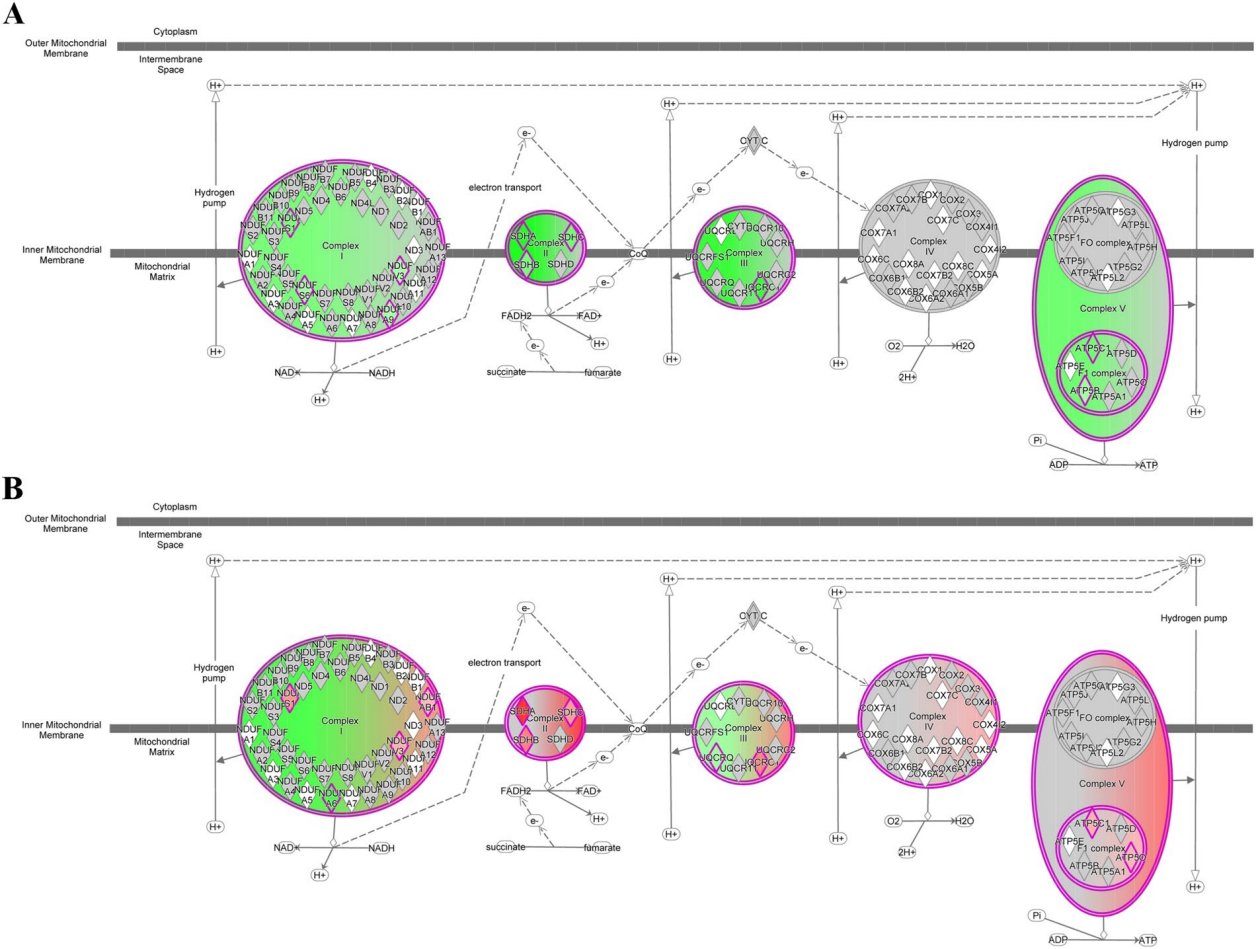
Oxidative phosphorylation in the canonical pathway analyses of Japanese Black beef cattle using IPA software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) The IPA knowledge base was used to analyze DEGs with raw estimated fold changes ≥2 by comparing the (**A**) middle and early (z-score = −3.32, *P* = 3.72 × 10^−3^), and (**B**) late and middle (z-score = 2.50, *P* = 6.61 × 10^−3^) stages. Green represents the downregulation of integrated genes and red represents upregulation of genes.

**Table 3:** Genes (raw estimated fold change ≥2, FDR corrected *P* < 0.05) integrating the oxidative phosphorylation canonical pathway generated by Ingenuity Pathway Analysis (IPA) in comparisons of the early and middle stages and late and middle stages.

Gene Symbol	Fold change		*P*-value		Gene Name	Location	Type
	Middle *vs*. Early	Late *vs*. Middle	Middle *vs*. Early	Late *vs*. Middle			
ATP5F1C	−3.39	2.16	2.38.E-04	3.86.E-05	ATP synthase F1 subunit gamma	Cytoplasm	Transporter
ATP5F1B	−2.16		7.60.E-04		ATP synthase F1 subunit beta	Cytoplasm	Transporter
ATP5PO		2.05		4.86.E-05	ATP synthase peripheral stalk subunit OSCP	Cytoplasm	Transporter
ATPAF1	−3.40	3.94	4.75.E-04	6.83.E-06	ATP synthase mitochondrial F1 complex assembly factor 1	Cytoplasm	Other
COX11		2.33		2.69.E-04	cytochrome c oxidase copper chaperone COX11	Cytoplasm	Enzyme
NDUFA6		−4.22		2.33.E-08	NADH:ubiquinone oxidoreductase subunit A6	Cytoplasm	Enzyme
NDUFA9	−2.06		4.26.E-04		NADH:ubiquinone oxidoreductase subunit A9	Cytoplasm	Enzyme
NDUFAB1		2.02		3.42.E-04	NADH:ubiquinone oxidoreductase subunit AB1	Cytoplasm	Enzyme
NDUFS1	−3.20	3.07	2.89.E-05	1.95.E-08	NADH:ubiquinone oxidoreductase core subunit S1	Cytoplasm	Enzyme
NDUFS6	−2.22		2.40.E-03		NADH:ubiquinone oxidoreductase subunit S6	Cytoplasm	Enzyme
NDUFV3	−2.06	2.18	7.68.E-03	3.07.E-03	NADH:ubiquinone oxidoreductase subunit V3	Cytoplasm	Enzyme
SDHA	−7.32	7.18	2.73.E-06	2.14.E-10	succinate dehydrogenase complex flavoprotein subunit A	Cytoplasm	Enzyme
SDHB	−3.18	3.57	4.64.E-04	9.90.E-06	succinate dehydrogenase complex flavoprotein subunit B	Cytoplasm	Enzyme
SDHC	−3.42	2.78	3.90.E-05	1.27.E-07	succinate dehydrogenase complex flavoprotein subunit C	Cytoplasm	Enzyme
UQCRC1	−4.71	3.57	1.78.E-04	1.42.E-05	ubiquinol-cytochrome c reductase core protein 1	Cytoplasm	Enzyme
UQCRQ		−2.25		1.86.E-05	ubiquinol-cytochrome c reductase complex III subunit VII	Cytoplasm	Enzyme

Upstream regulator analyses based on the DEGs revealed significant activation or inhibition (*P* < 0.05, z-score ≥ 2 or ≤ −2, respectively) within each comparison (Fig. 5). During the first period, 6-[3-(1-adamantyl)-4-hydroxyphenyl]-2-naphthalene carboxylic acid (CD437; z-score = 3.67, *P* = 2.69 × 10^−6^) was the upstream regulator activated the most and nuclear factor, erythroid 2 like 2 (NFE2L2; z-score = −3.99, *P* = 8.71 × 10^−6^) inhibited the most. During the second period, the most activated and inhibited upstream regulators were genistein (z-score = 4.61, *P* = 6.93 × 10^−5^) and immunoglobulin G (IgG; z-score = −3.84, *P* = 2.64 × 10^−4^), respectively, and those during the overall period were 2-(2′-Amino-3′-methoxyphenyl)-oxanaphthalen-4-one (PD98059; z-score = 2.82, *P* = 2.78 × 10^−3^) and MYC proto-oncogene, bHLH transcription factor (MYC; z-score = −2.39, P = 2.97 × 10^−2^). Most of the significantly activated or inhibited upstream regulators during the first period were subsequently inhibited or activated, respectively, during the second period (Fig. 5).

**Figure 5:**
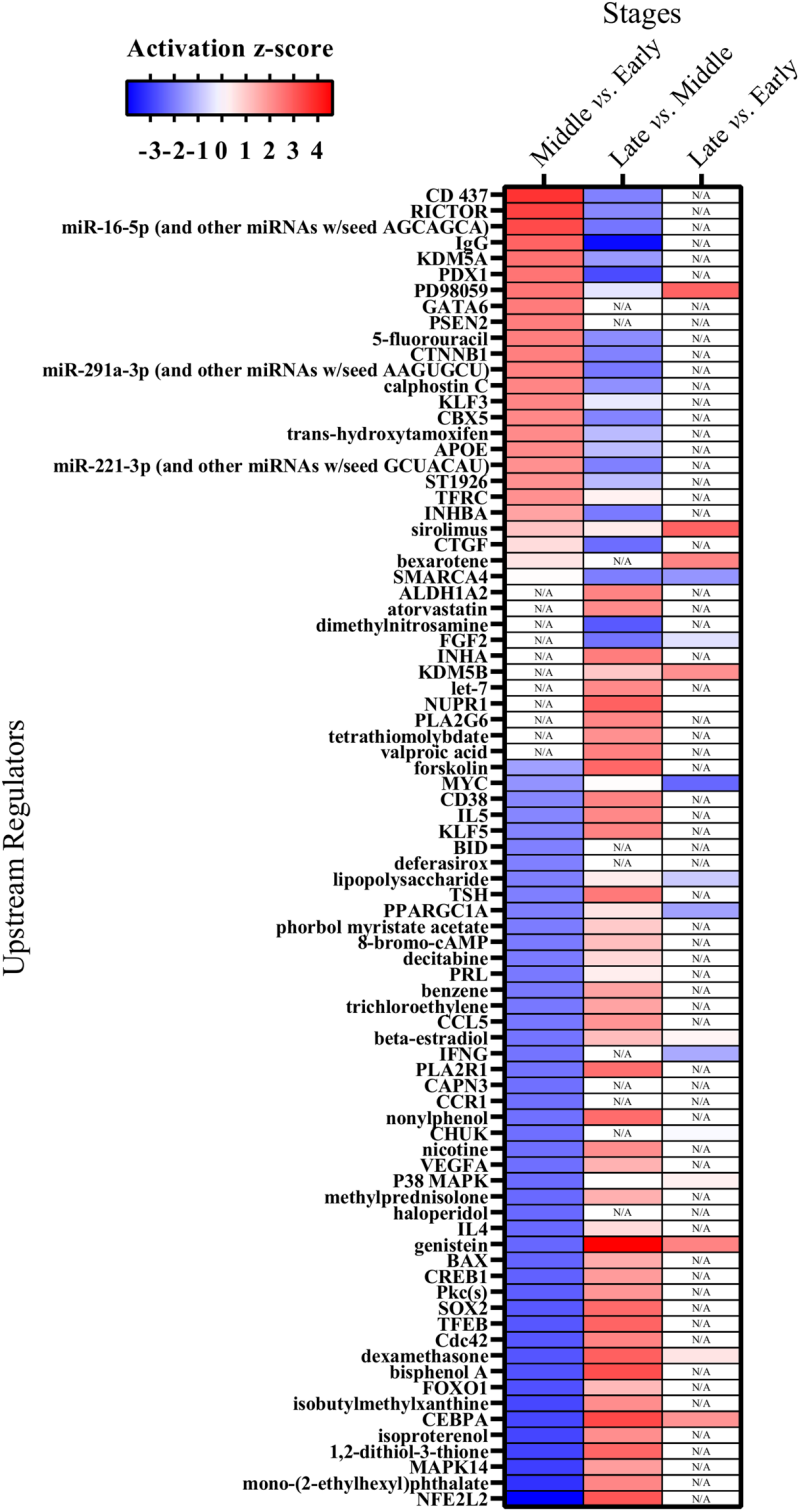
Heatmap of upstream regulators (*P* < 0.05) generated by IPA software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) in comparisons of the early, middle, and late stages in Japanese Black beef cattle. Cell colors are based on the activation z-score. Blue represents a negative z-score and red represents a positive z-score. N/A, not applicable.

### Validation of DEGs by qPCR

Fig. S2 shows the fold changes in the expression of nine genes of interest determined by microarray analyses and quantitative real-time polymerase chain reaction (qPCR). 

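On the arrays, all 9 genes chosen for qPCR were DEGs in the first period, 5 upregulated and 4 downregulated. All 9 were DEGs again in the second, each in the opposite direction, and 6 were DEGs over the total period. With each animal left out in turn, 4 to 6 were DEGs over the total period. Late-stage and early-stage arrays share no slide, and with the slide as a random block most of the 9 were not called over that period. LAMP3 had log2 levels of 5.81 ± 0.72, 3.38 ± 0.62 and 7.12 ± 0.27 at the early, middle and late stages (SD, n = 9). Its log2 fold change was −2.43 in the first period (SE 0.27, limma adjusted *P* = 7.57e-07), 3.74 in the second and 1.31 over the total period (adjusted *P* = 0.0019). BNIPL changed by −2.96, 3.66 and 0.71, and was well above background on 8 of 9 middle-stage arrays. ENPP3 changed by −2.75, 3.676 and 0.93. DHTKD1 rose by 1.81 in the first period and changed by −3.79 in the second and −1.98 over the total period. ZNF33B changed by 2.05, −2.85 and −0.81 (total period adjusted *P* = 0.0488), and POLR2K by 0.81, −1.34 and −0.53. RPS19 changed by 0.60, −0.83 and −0.24 and RPL21 by 0.70, −0.998 and −0.30, and neither of these was a DEG over the total period. In the first period limma called 0 of the 9 with the slide as a fixed block and 0 within slide 2, and in each of these fits 6 had an unadjusted *P* below 0.05 and all 9 kept their direction.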

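GAPDH, ACTB and RPL27, the reference genes of the qPCR, have several probes each on the array, and these gave different changes. The probe with the highest signal of each had a log2 fold change in the first period of 0.63 for GAPDH (limma adjusted *P* = 5.12e-05), 0.64 for ACTB (6.78e-04) and 0.31 for RPL27 (0.0174), and that of RPL27 was −0.09 under quantile normalization and −0.23 after normexp. Probes that lie nearer the start of the transcript fell. The GAPDH probes that begin at bases 176, 454, 456 and 459 changed by −1.29, −1.36, −1.47 and −1.35, those at bases 972 and 989 by −0.04 and −0.00, and those at 1185 and 1209 by 0.70 and 0.63. The ACTB probes at bases 320, 931, 1587 and 1780 changed by −0.74, −1.14, 0.61 and 0.64, and the RPL27 probes at bases 300, 389 and 415 by −0.36, 0.33 and 0.31.

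**Figure D2:**
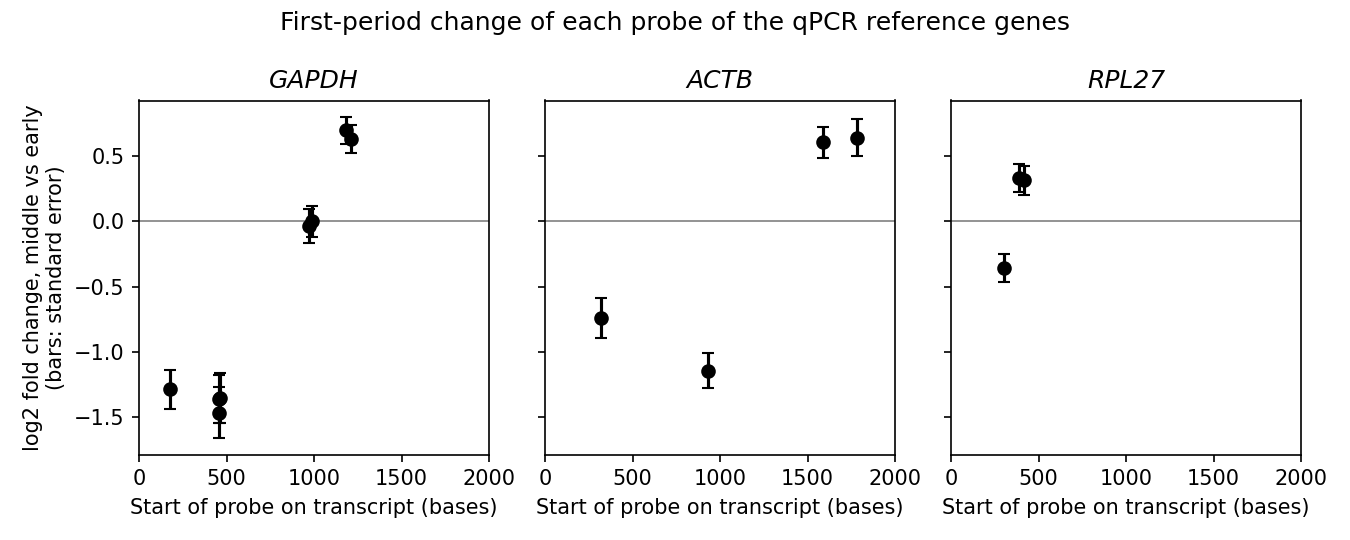
First-period change of each probe of the qPCR reference genes. The horizontal axis of each panel (GAPDH, ACTB, RPL27) is the base of the transcript at which the probe starts, the vertical axis the log2 fold change of the middle against the early stage, and the bars are standard errors from limma. The GAPDH probes run from −1.29 at base 176 to 0.63 at base 1209.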

For all nine genes, the direction of the estimated fold changes was consistent in the microarray and qPCR analyses.

## Discussion

During the fattening period, Japanese Black beef cattle are raised on a high-grain diet between 10 and 30 months of age to increase intramuscular fat accumulation. In this study, samples were collected throughout the entire fattening period to explore the long-term changes in ruminal pH and fermentation as described previously^14^, and their consequences for rumen epithelial transcriptomic dynamics. In cattle, a ruminal pH below the physiological range of 5.8–6.5^6^ can induce inflammatory responses^15^, and structural or transcriptomic changes in the RE^8–10^. Consistent with a previous study^14^, the 24 h mean ruminal pH decreased gradually as the lengths of time at pH <5.6 and <5.8 increased during the middle and late stages of fattening as a result of a long-term high-grain diet. These observations are sufficient to diagnose SARA during the middle and late stages (ruminal pH <5.6 or <5.8 for more than 3 or 5 h per day, respectively^16,17^;). However, lactic acid is 10 times less protonated than VFA in the rumen (pKa 4.9 vs. 3.9; 2), and its concentration peaked during the late stage. Therefore, it is reasonable to postulate that different mechanisms underlie the low ruminal pH in the late (lactic acid accumulation) versus early and middle stages (total VFA accumulation) as an adaptation of rumen bacterial community to and endurance of a long-term, harsh ruminal environment in Japanese Black beef cattle^14^. However, lower ruminal pH during the late stage did not disrupt the gastrointestinal barrier or induce higher LBP levels in peripheral blood, despite inducing significantly higher LPS levels in the rumen^14^.

Transporter genes (SLC family) are considered to be responsible for pH regulation by rumen epithelial absorption^10^. A low ruminal pH or high-grain diet enhances rumen epithelial absorption via enhanced transporter gene expression, such as monocarboxylate transporter (MCT1; 5), sodium hydrogen exchanger isoform 3 (NHE3^18^;), and downregulated in adenoma (DRA^19^;). In the present study, we observed the opposite, i.e., most of the 22 different SLC family genes identified were downregulated (11/13) during the first period and then upregulated (12/19) during the second period. In detail, the expression of SLC9A6 (NHE6) and SLC26A3 (DRA) were downregulated (fold change = −4.08 and −6.71, respectively) during the first period, while they were upregulated (fold change = 4.08 and 10.80, respectively) during the second period. These results suggest that expression of genes encoding rumen epithelial absorption was suppressed by acidotic insult during the first period, whereas it was restored during the second, enhancing VFA absorption or transporter gene expression in the rumen.

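SLC26A3 encodes the chloride/bicarbonate exchanger DRA. Its log2 level was 6.74 ± 0.63 at the early, 4.00 ± 1.40 at the middle and 7.62 ± 0.34 at the late stage (SD, n = 9). It changed by −2.74 in the first period (SE 0.41, limma adjusted *P* = 1.94e-05), lower in 8 of 9 cattle, and by 3.62 in the second (adjusted *P* = 4.53e-07), higher in 9 of 9. The first-period change was −1.16 with the slide as a fixed block (adjusted *P* = 0.807) and −2.84 within slide 2 (adjusted *P* = 0.239). Over the total period SLC26A3 changed by 0.88 and was not called by limma (adjusted *P* = 0.144). The fit draws its standard error from all 3 stages, and the middle stage, with the largest SD, is not part of that comparison. SLC16A1, which encodes MCT1, changed by 0.30 in the first period (SE 0.21, adjusted *P* = 0.212). SLC9A3, which encodes NHE3, rose by 0.79 (SE 0.26, adjusted *P* = 0.013), higher in 9 of 9 cattle, and was well above background on 8 of 9 middle-stage arrays. Its rise was 2.45 with the slide as a fixed block (adjusted *P* = 0.155) and 0.19 within slide 2 (adjusted *P* = 0.822), and SLC16A1 changed by −0.15 (adjusted *P* = 0.943) and 0.69 (adjusted *P* = 0.667) in these fits.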

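Across the probes, the log2 fold changes of the second period had a Pearson correlation of −0.891 and a Spearman correlation of −0.895 with those of the first. Probes are not independent replicates, and both periods share the middle-stage arrays. In simulated unchanged groups this sharing gave a median correlation of −0.473 (range −0.789 to −0.022 over 100 sets). That simulation exchanged residual arrays among the stages within cattle, which evens out the spread of the stages. In the data the middle-stage arrays lay farther apart (mean distance 116, against 79.4 at the early and 77.8 at the late stage). The simulated correlation may therefore understate the effect of sharing. With the first period taken from cattle 1, 3, 5, 7 and 9 and the second from cattle 2, 4, 6 and 8, the Pearson correlation was −0.802 and the Spearman correlation −0.817. Within single cattle the Pearson correlation ranged from −0.908 to −0.677. Of the probes past both thresholds in the first period, 4138 were also DEGs of at least 2-fold in the second, 4136 of them in the opposite direction.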

Interestingly, different types of SARA in the earlier and later stages had completely opposite consequences on the candidate gene expression (DEGs) and its analysis results (canonical pathway and upstream regulators). Furthermore, PCA plots also suggested that the middle stage was the stage most affected by long-term high-grain diet. 

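Over all probes the mean Euclidean distance between arrays of different stages was 143 for the middle and early stages, 160 for the late and middle stages and 94.1 for the late and early stages. Within a stage it was 79.4 at the early, 116 at the middle and 77.8 at the late stage, so the middle-stage arrays also lay farthest from each other. Among the 9 middle-stage arrays the score on the first component was related to the log2 of the median processed signal, with a Pearson r of −0.908 (two-sided exact permutation *P* = 2.76e-04) and a Spearman rho of −0.883 (exact permutation *P* = 0.0031). After Benjamini-Hochberg adjustment over 3 such relations these were 8.27e-04 and 0.0092. Without the 2 arrays farthest from the median signal r was −0.772, and within slide 2 it was −0.970. Slide 3 held only 2 of these arrays.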

LaMonte *et al*.^20^ suggested that acidosis alters cellular metabolism, such as the pentose phosphate pathway and glutaminolysis, to mitigate increased stress due to reactive oxygen species (ROS). A high-starch diet also leads to increased oxidative stress and changes in oxidative phosphorylation to alleviate the toxic effects of ROS^21^. Moreover, VFAs, particularly butyric acid, are catabolized within rumen epithelial cells via oxidative pathways, which generate ROS in the RE^22^. However, mitochondrial superoxide dismutase 2 (SOD2; fold change = −2.29, *P* = 2.16 × 10^−4^) was significantly downregulated during the first period, and then it was upregulated (fold change = 2.32, *P* = 5.24 × 10^−5^) again simultaneously with SOD1 (fold change = 1.52, *P* = 1.77 × 10^−3^) during the second period. These results were supported by the fact that the top upregulated candidate gene during the first period, NADH dehydrogenase subunit 6 (ND6), was associated with the significant canonical pathway “Mitochondrial Dysfunction” (*P* = 2.69 × 10^−7^; data not shown). 

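The log2 level of SOD2, the mitochondrial superoxide dismutase, was 5.06 ± 0.26 at the early, 3.80 ± 0.48 at the middle and 5.19 ± 0.23 at the late stage (SD, n = 9). It was lower at the middle stage in 9 of 9 cattle, with a log2 fold change of −1.26 (SE 0.15, limma adjusted *P* = 1.93e-06), and rose by 1.40 in 9 of 9 in the second period (adjusted *P* = 2.58e-07). The first-period change was −1.42 with the slide as a fixed block (adjusted *P* = 0.280) and within slide 2 it was −1.96 (adjusted *P* = 0.164). SOD1, the cytosolic enzyme, had levels of 6.09 ± 0.31, 5.75 ± 0.46 and 6.54 ± 0.17. It changed by −0.34 in the first period (SE 0.16, adjusted *P* = 0.0677), lower in 7 of 9, and rose by 0.79 in the second (adjusted *P* = 2.44e-04), higher in 8 of 9. The rise of SOD1 was 0.60 with the slide as a random block (adjusted *P* = 0.0653, range 3.00e-05 to 0.0653 over the alternatives).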

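ND6, the subunit of NADH dehydrogenase encoded by the mitochondrial genome, had log2 levels of 1.57 ± 0.43 at the early, 4.05 ± 0.61 at the middle and 0.66 ± 0.43 at the late stage (SD, n = 9). Its log2 fold change was 2.48 in the first period (SE 0.22, limma adjusted *P* = 6.92e-08), higher in 9 of 9 cattle, then −3.39 in the second (adjusted *P* = 4.76e-10) and −0.91 over the total period (adjusted *P* = 0.0065). It ranked 3 in the first period, after BAZ2A with 2.81 (SE 0.24) and THRAP3 with 2.59 (SE 0.29). This rank is among DEGs that rose in all 9 cattle and were well above background on all 9 arrays of the early or middle stage. With each animal left out in turn the rank of ND6 among DEGs past that background filter was between 2 and 5, the latter without animal 5. It was 6 with the slide as a random block. The change of ND6 was 1.64 with the slide as a fixed block (adjusted *P* = 0.273) and 2.73 within slide 2 (adjusted *P* = 0.153). The 11 mitochondrially encoded subunits on the array had a median log2 fold change of −0.42 and a mean of 0.11 in the first period (camera with a preset correlation, adjusted *P* = 0.810), so median and mean differ in sign.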

Although excess oxidative stress is inferred from the literatures^22–24^, the responses of rumen epithelial cells to oxidative stress might be depressed during the first period in contrast to a short-term (17 days) SARA challenge in dairy cows^21^. These results also imply mitochondrial metabolic dysfunction (i.e., handling oxidative stress), suggesting greater rumen epithelial cell vulnerability to cellular damage by acidotic insult^25^.

Mitochondrial proficiency and ROS detoxification are critical for cancer cell viability^26^, and proliferating cancer cells must preserve intracellular ATP and NADPH levels through mitochondrial oxidative phosphorylation and the prevention of excessive ROS accumulation^27^. *In silico* analyses of the DEGs also suggested that the results were in line with mitochondrial dysfunction during the first period. For example, “Oxidative Phosphorylation”, in response to peroxisome proliferator-activated receptor γ coactivator 1α (PGC-1α; 29), was the most inhibited canonical pathway with coordinated inhibition of the upstream regulator PPARGC1A (also called PGC-1α) during the first period. In addition, reduced expression of PGC-1^26,28^ and decreased oxidative phosphorylation by coordinated downregulation of PGC-1α-responsive genes^29^ are responsible for greater insulin resistance, which might be consistent with the inhibited “Insulin Receptor Signaling” canonical pathway in the present study. Therefore, long-term high-grain diet induced excessive oxidative stress in the RE due to the higher acidity and VFA metabolism, resulting in mitochondrial oxidative phosphorylation dysfunction via the downregulation of ubiquinone oxidoreductase subunits, which are cell survival factors^30^. 

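PPARGC1A itself was not well above background on any of the 27 arrays, and no fold change is given for it. Other lists fixed beforehand moved down in the first period, under every scaling tried. The 14 enzymes of the tricarboxylic acid cycle had a median log2 fold change of −0.57, lower in 9 of 9 cattle (camera with a preset correlation, adjusted *P* = 3.11e-04), 22 antioxidant enzymes had −0.36, lower in 9 of 9 (adjusted *P* = 0.00179), and 76 mitochondrial ribosomal proteins had −0.20 (adjusted *P* = 0.00179). By fry the tricarboxylic acid cycle and antioxidant lists were past the threshold (adjusted *P* = 6.9e-06 and 1.23e-04) and the mitochondrial ribosomal list was not (adjusted *P* = 0.0830), and with an estimated correlation camera called no list. The 78 cytosolic ribosomal proteins had a median of 0.39, the 15 glycolytic enzymes 0.25 and the 42 proteasome subunits −0.08 with a mean of 0.06, and camera, which sets a list against the other probes, called none of them. Fry, which tests against no change, called the cytosolic ribosomal list higher (adjusted *P* = 1.45e-04, higher in 9 of 9 cattle) and the glycolysis list higher (adjusted *P* = 0.00751, 8 of 9), while the median of all probes rose by 0.325. After normexp background correction their medians were −0.06 and −0.22. In the second period the medians were 0.83 for the tricarboxylic acid cycle, 0.51 for the antioxidant enzymes and 0.39 for the mitochondrial ribosomal proteins (camera adjusted *P* = 4.92e-04, 0.00363 and 2.82e-04).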

Activation of upstream regulators such as CD437 (induction of cellular apoptosis and cell cycle arrest in cancer cells^31^;) and inhibition such as NFE2L2 (regulator for normal mitochondrial biogenesis^32^;) may indicate regulation of cell proliferation, apoptosis, and mitochondrial biogenesis in the RE. Collectively, the *in silico* analyses suggest impaired cellular viability and vulnerability to cellular damage due to acidotic irritation during the first period.

During the second period, however, the rumen epithelial transcriptomes restored cellular functions with changes in the underlying mechanism of SARA. 

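The median absolute log2 fold change of all probes was 0.65 in the first period, 0.77 in the second and 0.26 over the total period. Of the probes past both thresholds in the first period, 95.7% were within 2-fold of their early-stage level at the late stage, and 184 were also DEGs of at least 2-fold over the total period. The nuclear oxidative phosphorylation list had a median log2 fold change of 0.10 over the total period, with 15 members upregulated and 8 downregulated (camera with a preset correlation, adjusted *P* = 0.507). SDHA differed by 0.09 and SOD2 by 0.13 between the late and early stages (limma adjusted *P* = 0.640 and 0.602). The paper draws on the fall of the oxidative phosphorylation and SLC genes of its tables, the inhibited pathways and upstream regulators, and their reversal in the second period. It sets these beside its measured ruminal pH, total VFA and lactic acid. From them it proposes that acidotic irritation impaired absorption and cell viability at the middle stage, and states that cellular functions were restored by the late stage. It postulates a part of the higher lactic acid in that restoration.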

The significantly higher lactic acid concentration during the late stage seemed to affect the responses of rumen epithelial cells to acidic irritation differently compared to the early and middle stages. Riemann *et al*.^33^ reported that extracellular acidosis results in a rapid, sustained decrease in intracellular pH (pH_i_) and tissue hypoxia, and induces increased transcription factor phosphorylation and tumor cells transcriptional activity^33^. The involvement of lactic acid in cancer has attracted attention only recently, and lactic acid directly contributes to tumor growth and progression (i.e., the lactate anion and protons) as an oxidative fuel and support for angiogenesis and metastasis^34,35^. For example, extracellular lactic acid acidosis causes a lower pH_i_ and higher intracellular lactate concentration, and rescues 4T1 (murine breast cancer) cells from glucose deprivation^36^. In addition, lactic acidosis induces a higher oxidative phosphorylation rate in ATP production in nine different cell lines compared to without lactic acidosis^37^, consistent with the activation of “Oxidative Phosphorylation” during the second period. Although our hypothesis may be preliminary and it is necessary to clarify the positive correlation between the ruminal and intracellular lactic acid concentrations, we postulate that the rumen epithelial transcriptomes were influenced, at least in part, by the significantly increased level of lactic acid in the rumen, resulting in greater cell viability by restoring the mitochondrial oxidative phosphorylation pathway. Our hypothesis may also be supported by the most activated (genistein, tyrosine kinase inhibition that enhances apoptosis and cell cycle arrest in cancer cells^38,39^;) and inhibited (IgG, malignant factor for colorectal cancer cells^40^;) upstream regulators during the second period.

Finally, activation of upstream regulators such as PD98059 (a mitogen-activated protein kinases kinase inhibitor^41^;), sirolimus (immunosuppressant that inhibits cell cycle progression^42^;), bexarotene (anti-cancer action by inducing T-cell lymphoma cell apoptosis^43^;), and KDM5B (critical regulator of genome stability and DNA repair ^44^;) and inhibition such as MYC (transcription regulator suppressed by intracellular butyrate^45^;) throughout the overall study period implies moderate restoration of cellular functions in response to long-term high-grain diet in Japanese Black cattle during the fattening period. However, the effects of gene expression on SARA occurrence or long-term high-grain diet feeding remain unclear, and further studies are required to provide host-side elucidation of host-microbiome interactions.

## Conclusions

In Japanese Black beef cattle, long-term feeding of a high-grain diet (at 10–30 months of age) induced SARA due to the total VFA production during the early and middle stages and due to lactic acid production during the late stage, suggestive of different mechanisms underlying SARA. Total VFA induced a low ruminal pH, which inhibited the oxidative phosphorylation pathway, and was associated with mitochondrial dysfunction and thereby impaired cell viability of the RE during the earlier fattening stage. By contrast, higher lactic acid levels used as cellular oxidative fuel restored the oxidative phosphorylation pathway and cellular viability during the latter fattening stages. Therefore, the specialized fattening technique applied to Japanese Black beef cattle results in unique changes in rumen fermentation characteristics, influencing epithelial transcriptomes through the interaction with altered rumen fermentation as a response to a long-term high-grain diet.

## Methods

The experimental protocol was approved by the Iwate University Laboratory Animal Care and Use Committee (A201720; Morioka, Japan). All animal experiments adhered to the animal experiment policy of Hyogo Prefectural Technology Center for Agriculture, Forestry and Fisheries (Hyogo Prefecture, Japan).

### Animals and experimental design

The experimental animals and designs were described previously^14^. Briefly, nine castrated (at age 5–6 months) and subsequently fistulated (at age 12 months) Japanese Black beef bull cattle were housed with free access to food and water throughout the study (10–30 months of age). The fattening period was subdivided into the early, middle, and late stages (10–14, 15–22, and 23–30 months of age, respectively) according to general agreement in Japan^12,14^. Cattle were fed concentrate and forage (rice straw) diets during all three stages, and the amount of concentrate diet was increased gradually throughout the experimental period. The forage-to-concentrate ratio was 26:74, 13:87, and 14:86 during the early, middle, and late stages, respectively. The concentrate diet was composed of barely, steam-flaked corn, wheat bran, and soybean meal and contains 71.2% total digestible nutrient (TDN) and 15.7% crude protein (CP), 72.2% TDN and 13.9% CP, and 72.8% TDN and 12.0% CP during the early, middle, and late stage, respectively. The mean ± SE body weight of the cattle was 335 ± 4.4, 439 ± 7.6, 562 ± 11.6, and 712 ± 18.5 kg on prior to the experiment (10 months of age), and early (14 months of age), middle (21 months of age), and late (29 months of age) fattening stage sampling days, respectively. The forage diet was supplied daily at 0930 and 1530 h in two equal portions, and the concentrate was supplied 1 h after the rice straw to maximize forage diet intake and to prevent excessive consumption of concentrate diet during the early stage. Abnormalities of body condition (body temperature, appetite, hydration, and defecation) were observed daily throughout the study period. The intakes of concentrate and rice straw diets were recorded daily during the final 7 days of the early, middle, and late fattening stages. Table S1 shows the body weight, organic matter intake amount, and chemical composition of the fattening stage diets. Chemical composition of the diets was analyzed according to the official method analysis of the Association of Official Analytical Chemists (AOAC) that registered in the Official Method Feed Analysis of Japan^46^. The adequacy rate of diet was calculated based on the nutrient requirement of Japanese Feeding Standard for Beef cattle^47^.

### Sampling and measurements

The sample collections and measurements were described previously^14^. Briefly, ruminal pH was measured continuously every 10 min during the final 7 days of the early, middle, and late fattening stages using a radio transmission system (YCOW-S; DKK-TOA, Yamagata, Japan), as described previously^48^. A pH sensor was placed in the ventral sac of the rumen through the rumen fistula and calibrated at standard pH values of 4–7, before and after obtaining data in each fattening stage. Rumen fluid from the ventral sac of the rumen (adjacent to the pH sensor) and blood samples from the jugular vein were collected on day 4 of the pH measurements during the three stages, for analyses of total VFA, individual VFAs, lactic acid concentration, LPS activity, and LBP concentration. The fluid samples were immediately filtered through two layers of cheesecloth and stored at −80 °C until use. Blood samples were immediately centrifuged (1,500 × g, 15 min, 4 °C) to separate the plasma and then preserved at −80 °C until analyses.

For the VFA analyses, 1 mL 25% HO_3_P in 3 N H_2_SO_4_ was added to 5 mL rumen fluid. Total VFA and individual VFAs (acetic, propionic, and butyric acids) were separated and quantified by gas chromatography (GC-2014; Shimadzu, Kyoto, Japan) using a packed glass column (Thermon-3000; 3%) with a Shimalite TPA 60–80 mesh support (Shinwa Chemical Industries, Kyoto, Japan). For lactic acid analyses, fluid samples were centrifuged at 2,000×g for 15 min at 4 °C, and the concentration in the supernatant was determined using a commercial F-kit (D-lactate/L-lactate) (J.K. International, Tokyo, Japan). To measure rumen LPS activity, rumen fluid samples were centrifuged at 11,000×g for 15 min at 4 °C and assayed using a kinetic Limulus amebocyte lysate assay (Pyrochrome with Glucashield; Seikagaku, Tokyo, Japan) as described previously^49^. The plasma LBP concentration was measured using a commercial kit (HK503; HyCult Biotech, Uden, The Netherlands) as described elsewhere^50^.

### Transcriptome analyses of the rumen epithelium

The RE was biopsied from the ventral sac of the rumen at a site adjacent to the pH sensor simultaneously with rumen fluid sampling. A sterile, disposable biopsy punch 8 mm in diameter (Kai Industries, Tokyo, Japan) was used to scratch off the RE. Then the RE samples were washed three times in ice-cold PBS and immediately stored at −80 °C until use. Total RNA was extracted from the RE using TRIzol reagent (Invitrogen) as described previously^10^. The purity of the extracted RNA was increased using an RNeasy RNA Clean-up Kit (QIAGEN, Valencia, CA). Total RNA was quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Thermo Fisher Scientific, Waltham, MA), and its quality was assessed using a 2100 Bioanalyzer and RNA 6000 Nano LabChip Kits (Agilent Technologies, Palo Alto, CA); the mean RNA integrity value was 7.4 ± 0.4 (mean ± SE).

### Microarray and Ingenuity pathway Analyses approaches

A customized bovine oligonucleotide microarray comprising 15,268 genes (Agilent Technologies) was used for one-color microarray analyses to detect genes expressed in the RE^51^. Fluorescently labeled (cyanine 3) complementary cRNA probes were hybridized to the samples and washed using the Gene Expression Hybridization Kit and Gene Expression Wash Pack Kit (Agilent Technologies). The arrays were scanned using an Agilent Microarray Scanner (Agilent Technologies). Feature Extraction ver. 9.5 (Agilent Technologies) was used to process microarray images, align spots, and create raw numerical total spot intensity data. The microarray data from each sample were imported into GeneSpring 12.0 (Agilent Technologies) for use in the software’s normalization algorithm and for detection of candidate genes. Normalization was performed by dividing each measurement of each array by the median of all measurements in that array (per-chip normalization). The entire microarray data set has been deposited at the Gene Expression Omnibus (GEO) database. The GEO accession numbers are as follows: Platform, GPL22091; samples, GSM 3901089 to GSM 3901115; series, GSE133152.

Pathway and network analyses of DEGs were performed using Ingenuity Pathway Analyses (IPA) software (Ingenuity Systems, Redwood City, CA^52^;). Lists of DEGs identified by GeneSpring 12.0 (Agilent Technologies) that corresponded to raw estimated fold changes ≥2 were uploaded into the software application. The IPA knowledge base was used for the DEG enrichment analyses, and the canonical pathways, top upstream regulators, and statistical calculation were analyzed.

### Quantitative real-time PCR

Nine genes (both upregulated and downregulated) representing a range of fold changes in the microarray analyses were selected for validation by qPCR. Total RNA samples were treated with TURBO DNase (Applied Biosystems, Foster City, CA, USA) to remove contaminating DNA. Total RNA (800 ng) was converted into first-strand cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The qPCR was performed using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) and the StepOne™ Plus Real-Time PCR system (Applied Biosystems) as described elsewhere^10^. Primers (Table S2) were designed using Primer Express software 3.0 (Applied Biosystems). Each sample contained 2 μl cDNA, 2× SYBR green, and 0.6 μM each primer in a final volume of 20 μl. Amplification conditions were as follows: 95 °C for 10 min followed by 40 cycles of 15 s at 95 °C and 1 min at 60 °C, with collection of fluorescence signal at the end of each cycle. For melting curve data, the temperature was increased from 65 to 95 °C in 0.5 °C increments^10^. The results were recorded as relative changes in gene expression normalized to glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), ribosomal protein L27 (*RPL27*), and β-actin (*ACTB*) by the 2^−△△Ct^ method^53^. We examined *GAPDH*, *RPL27*, and *ACTB* to evaluate their use as reference genes for qPCR and there were no significant differences among them. All qPCR experiments were performed in accordance to the guidelines for minimum information for publication of quantitative real-time PCR experiments^53,54^.

### Statistical analyses

The pH data were summarized 1 day before the sample collection to minimize the influence of opening the cannula stopper on the ruminal pH. The normality of the distributions of variables was assessed using the Shapiro–Wilk test. Significant differences in ruminal pH, duration of time where pH was <5.6 and 5.8, VFA components, lactic acid concentration, LPS activity, and peripheral LBP concentration among the early, middle, and late stages were evaluated using paired *t*-tests for normally distributed variables and the Wilcoxon rank-sum test for non-normal variables (Prism ver. 8.10; GraphPad Software, La Jolla, CA, USA). The microarray data were analyzed using paired Student’s *t*-tests with the Benjamini–Hochberg FDR multiple testing correction (FDR corrected *P* < 0.05) and summarized using GeneSpring 12.0 (Agilent Technologies). Fold changes were calculated by comparing the middle and early (first period), late and middle (second period), and late and early (total period) stages. The PCA plot coordinates were calculated using the devtools package with microarray data in R ver. 3.3.2 (http://www.r-project.org; R Foundation for Statistical Computing, Vienna, Austria). Significant differences were determined with a threshold of *P* < 0.05, while trends that suggested possible significance were identified at 0.05 < *P* < 0.10.

## Supplementary information

Supplementary Information.

## Data Availability

The entire microarray data set has been deposited at the Gene Expression Omnibus (GEO) database. The GEO accession numbers are as follows: Platform, GPL22092; samples, GSM 3901089 to GSM 3901115; series, GSE133152.

# Supplementary material for: Long-term high-grain diet alters ruminal pH, fermentation, and epithelial transcriptomes, leading to restored mitochondrial oxidative phosphorylation in Japanese Black cattle
**Source:** Sci Rep. 2020 Apr 14;10:6381. doi: 10.1038/s41598-020-63471-0
**Supplement:** Supplementary file 1 — Supplementary Information.

**Long-term high-grain diet alters ruminal pH, fermentation, and epithelial transcriptomes, leading to restored mitochondrial oxidative phosphorylation in Japanese Black cattle**

Toru OGATA<sup>1,2</sup>, Hiroki MAKINO<sup>2</sup>, Naoki ISHIZUKA<sup>2</sup>, Eiji IWAMOTO<sup>3</sup>, Tatsunori MASAKI<sup>3</sup>, Keiichiro KIZAKI<sup>1,2</sup>, Yo-Han KIM<sup>2\*</sup>, and Shigeru SATO<sup>1,2\*</sup>

## **Supplementary information**

**Supplementary Table S1.** Body weight, dietary composition, and chemical analyses of the diet of Japanese Black beef cattle during the early, middle, and late fattening stages.

**Supplementary Table S2.** Gene symbols and sequences of the primers used for quantitative real-time PCR.

**Supplementary Table S3.** Differentially expressed genes (fold change  $\geq 2$ ,  $P < 0.05$ ) uploaded into Ingenuity Pathway Analyses software in the comparisons of the middle and early, late and middle, and late and early stages.

**Supplementary Table S4.** Differentially expressed genes (fold change  $\geq 2$ ,  $P < 0.05$ ) identified in comparisons of the middle and early, late and middle, and late and early stages.

**Supplementary Figure S1.** Diurnal changes in the 1 h mean rumen pH in Japanese Black beef cattle during the early, middle, and late fattening stages. <sup>a,b,c</sup>Different superscripts indicate significant ( $P < 0.05$ ) differences between the middle and early, late and middle, and late and early stages. Values are the mean  $\pm$  SE.

**Supplementary Figure S2.** Validation of gene expression levels in Japanese Black beef cattle during the early, middle, and late fattening stages by quantitative real-time PCR (qPCR). Fold changes are the differences in mean transcript abundance between the early (n = 9) and middle (n = 9) or late (n = 9) stages.

**Supplementary Table S1.** Body weight, dietary composition, and chemical analysis of diets in Japanese Black beef cattle during the Early, Middle, and Late fattening stages

<sup>a,b,c</sup>Different superscripts are significantly ( $P < 0.05$ ) different.

<sup>1</sup>The age of cattle in the Early, Middle, and Late stages were 14, 21, and 29 months, respectively.

<sup>2</sup>Organic matter basis

<sup>3</sup>The concentrate diet composed of barely, steam-flaked corn, wheat bran, and soybean meal and contains 71.2% total digestible nutrient (TDN) and 15.7% crude protein (CP), 72.2% TDN and 13.9% CP, and 72.8% TDN and 12.0% CP during the Early, Middle, and Late stage, respectively.

<sup>4</sup>Nutrient adequacy rate was based on the nutrient requirement of Japanese Feeding Standard for Beef Cattle (NARO, 2009).

<sup>5</sup>DM = dry matter

<sup>6</sup>TDN = total digestible nutrients

<sup>7</sup>NDF = neutral detergent fiber.

38 **Supplementary Table S2.** Gene symbols and sequences of the primers used for quantitative real-time PCR.

*RPL27*      ribosomal protein L27a

F    GCCCGACGAGAGGCAAA

NM\_001034051

R    AACCGCAGCTTCTGGAAGAA

---

F, forward; R, reverse.

39

40 **Supplementary Table S3.** Differentially expressed genes (fold change  $\geq 2$ ,  $P < 0.05$ ) uploaded into Ingenuity Pathway Analyses software in  
41 the comparisons of the Early and Middle, Middle and Late, and Early and Late stages.

---

<sup>1</sup>M vs. E; Middle versus Early stages, L vs. M; Late versus Middle stages, L vs. E; Late versus Early stages

42

43

44 **Supplementary Table S4.** Common differentially expressed genes (fold change  $\geq 2$ , FDR corrected  $P < 0.05$ ) identified in comparisons of the  
45 Early and Middle, Middle and Late, and Early and Late stages.

---

47 **Supplementary Figure S1**

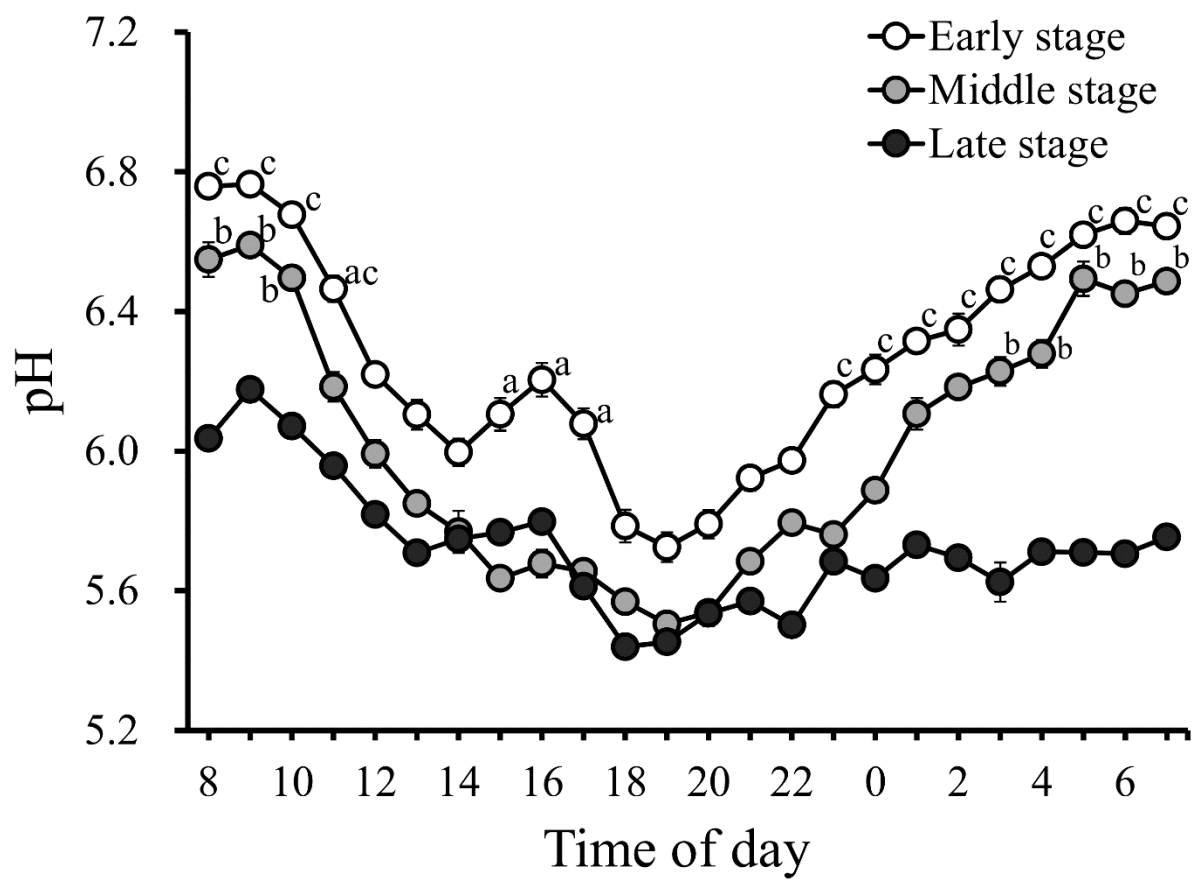

48

49

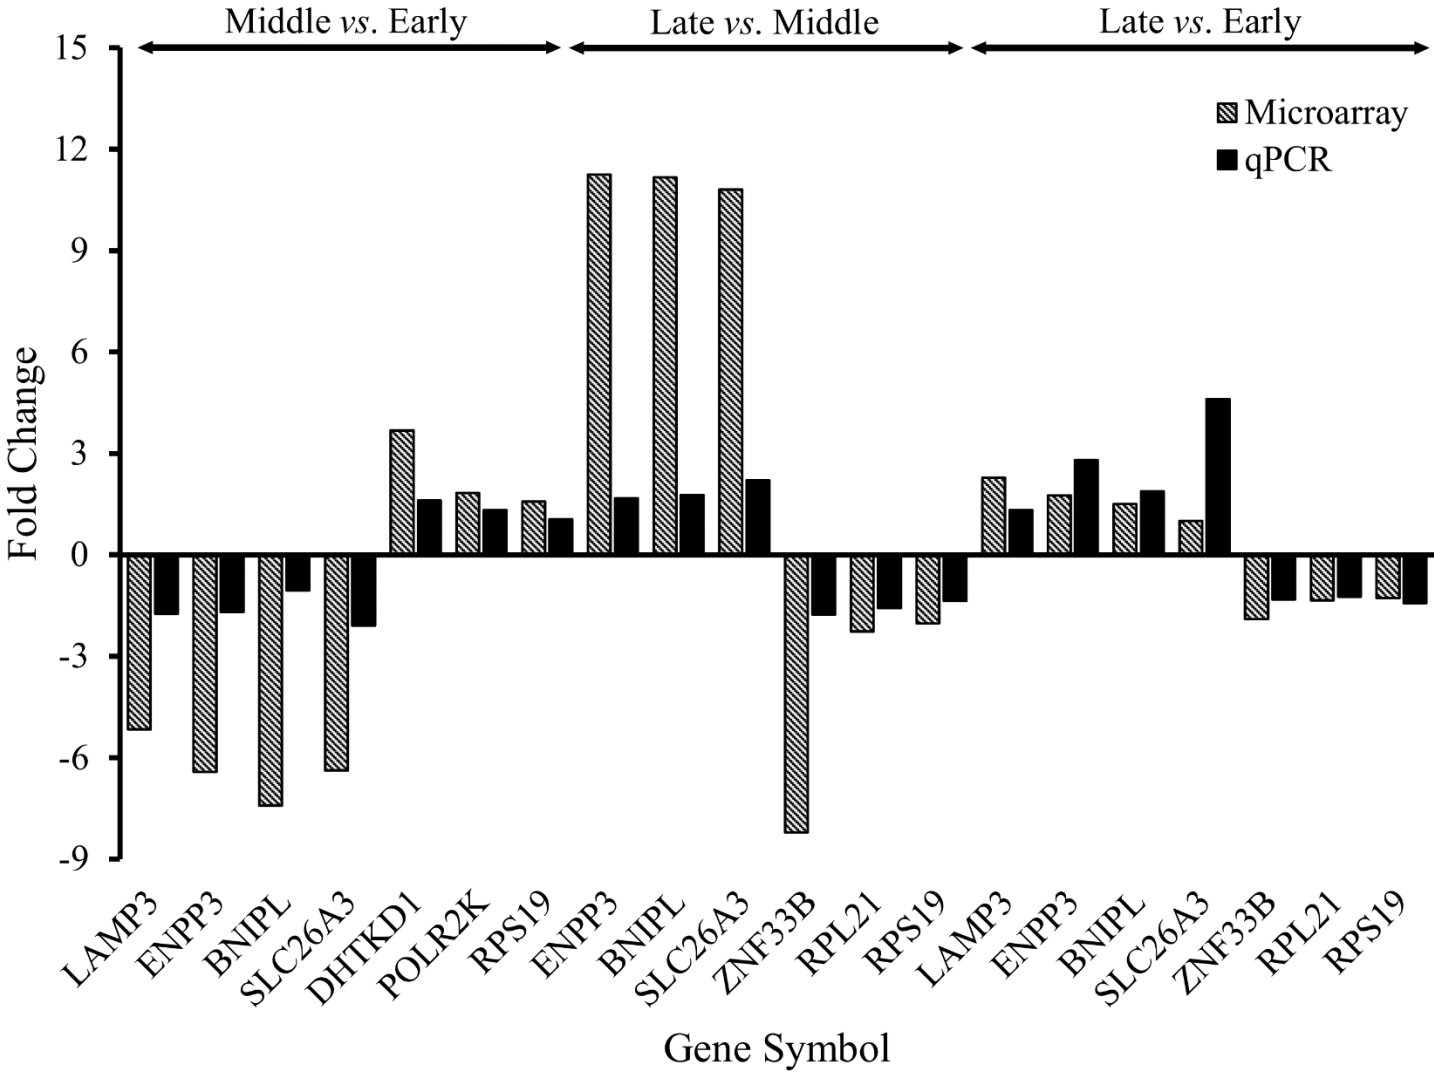

51

52

How the deposited data were processed for this re-analysis (not part of the article)

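RNA of 27 RE biopsies, from 9 cattle at the early, middle and late fattening stages, was measured on 27 one-color arrays. The authors extracted RNA with TRIzol, labeled it with cyanine 3, scanned the arrays and made the deposited intensity values with Agilent Feature Extraction, which subtracts the local background from each spot and gives a processed signal on a linear scale. The same output gives 0 or 1 for each spot according to whether the software called it well above background, saturated or an outlier, and these values are as deposited by the authors. The software version in the output is 11.0.1.1, later than the one the methods name. The authors also deposited a table of log2 values, the series matrix, whose columns have medians of −3.07 to −2.60. Set against the scanner output, each column of it equals log2 of the processed signal minus about the 75th percentile of the array, to within 0.0207, with a spread over probes of at most 0.0287. Its centering on the array is thus known, and no centering of genes was found. It was used as an alternative only, although the fold changes printed in the paper lie nearer to its scaling than to the array median.

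Of 15646 spots, 15110 were not controls. They held 15008 probes with 14952 gene names, 24 of the probes were printed more than once, and 44 names had several probes. Gene names are those of the array design. Identifiers of 11194 probes were matched to the gene table of the reference without versions, which gave current symbols, and the symbol differed from the design in 662. Where a gene had several probes, the one with the highest mean signal stood for it. Genes named in the text are those the paper names from the arrays, whose values in its tables had been seen, the transporters and regulators it names, the most raised or lowered member of a list, and per comparison the 3 probes with the largest rise and the 3 with the largest fall among those with an adjusted *P* below 0.05, changed the same way in all 9 cattle and well above background on all 9 arrays of a stage.

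Analyses were done in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. For each array the median log2 processed signal was subtracted, spots marked as outliers were left missing, and saturated spots were kept. The model held 1 mean per stage and 1 effect per animal, with empirical Bayes moderation, and Benjamini-Hochberg adjustment ran over 15008 probes in each comparison. The thresholds were an adjusted *P* of 0.05 and a fold change of 2. Animals pair the arrays because the same 9 cattle were biopsied at each stage. Deviations from the stage means had a mean correlation of 0.158 between 2 arrays of the same animal (range −0.151 to 0.461, above 0 in 24 of 27 pairs) and of −0.020 between arrays of different cattle. Gene lists were tested by camera with a preset correlation of 0.01, by camera with the estimated correlation and by fry, and over the 9 cattle by all sign flips. Lists fixed beforehand were nuclear and mitochondrially encoded oxidative phosphorylation subunits, tricarboxylic acid cycle, glycolysis and antioxidant enzymes, cytosolic and mitochondrial ribosomal proteins, proteasome subunits, zinc finger genes, SLC transporters, and markers of stratified epithelium, smooth muscle, fibroblasts, endothelium, leukocytes and red blood cells. Random lists matched on mean signal numbered 10000.

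The procedure was tested on simulated data with 15008 probes, 200 of them changed. limma recovered 83.0% of the changed probes for the middle against the early stage and 81.5% for the late against the middle stage, with 4.60% and 5.78% of the calls false, and called 0 probes where none was changed, for the late against the early stage. The methods' t-test recovered 68.5% and 62.0%, and called 0 where none was changed.

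Alternatives were 75th percentile scaling, quantile normalization, normexp background correction with an offset of 50, removal of probes not well above background on all 9 arrays of any stage, keeping outlier spots, the series matrix values, no animal block, the slide as a random or fixed block, slide 2 alone, the methods' t-test, 2 stages in the fit, different cattle for the 2 periods, scaled probes in the principal components, and each animal left out in turn. Cyclic loess normalization of the 6764 probes well above background on all arrays, and the arrays of the first scan day alone, were added after the data had been seen. Depth in the sense of read counts has no meaning for arrays. Precision is limited by the 9 arrays of a stage and by signal over background, which was lowest at the middle stage. Pathway and upstream regulator scores rest on a commercial knowledge base and were not recomputed, and qPCR, pH and fermentation values are not analysed here. Results for some single genes and for 1 pathway are not reported here, and the numbers of single-gene values under the alternatives leave those genes out.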

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

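The tests on the middle-stage array of animal 4 and on animal 9 and the merging of overlapping probes were chosen only after the result was seen. Each group of 9 arrays or cattle was examined for a value whose gap to its neighbor exceeded Dixon's critical share of the range for 9 values, and 12 of 88 groups had one, where chance gives about 1 in 20.

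Of these 12, 6 came from the middle-stage array of animal 4, the dimmest of all. On that array the 100 brightest probes held 50.65% of the summed signal, against 37.4 to 42.9% on the other middle-stage arrays. The log2 level of COX11 was 2.066 (others 3.85 to 4.61), of NDUFAB1 6.569 (7.61 to 8.37), of NDUFV3 2.288 (4.22 to 4.91), of SDHB 2.947 (4.26 to 4.98) and of UQCRC1 0.9677 (2.10 to 2.99). If a dim array lowered all probes of that signal alike, lists of 81 genes matched on signal would lie as low. The median distance of the 81 oxidative phosphorylation subunits from the other 8 arrays was −0.47 on the log2 scale, against −0.11 for matched lists, and 0.05% of 10000 matched lists lay as low. Matched lists hold unrelated probes, whereas the 81 subunits were correlated (0.266 as estimated by camera), so that share is too small as a chance level. The test cannot settle whether brightness acting alike on probes of equal signal is the whole explanation. A difference in that biopsy, its RNA or the animal stays open and was not tested. Without animal 4, 10 of the 11 genes of Table 3 passed both thresholds in the first period.

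Animal 9 gave 3 of the 12. Its oxidative phosphorylation list had a mean change of 0.4225 in the first period, where the other 8 cattle had −0.43 to −0.03, and of −0.3529 in the second, where they had 0.13 to 0.53. Its late-stage level of ATPAF1 was 2.544 (others 2.92 to 3.23). The change of the list in animal 9, a median of 0.40, lay below the median of lists matched on signal, 0.56, with 3.87% of matched lists as low or lower, so the rise is consistent with a rise of all probes of that signal in this animal. Its middle-stage array lies on slide 3 together with that of animal 8, whose list changed by −0.129, inside the range of cattle 1 to 7 (−0.43 to −0.03). With 1 other array on that slide, the slide and the animal cannot be told apart. Both arrays of slide 3 were of lower quality than the rest. Their median coefficient of variation of replicate spots was 37.5% (animal 8) and 25.2% (animal 9), against 4.11 to 10.7% on all other arrays. Their shares of probes well above background, 55.4 and 48.8%, were the lowest. No explanation was tested for the late-stage value of ATPAF1, nor for the second-period value, which shares the middle-stage array.

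The other 3 groups each held 1 isolated value, and no explanation was tested for them. The score of animal 1 on the first component at the early stage was −18.96, where the others lay between −30.3 and −27.2. The last minus first probe difference of RPL27 in animal 2 at the early stage was 1.242 (others 1.11 to 1.17). ND6 in animal 3 at the late stage was 1.593 (others 0.15 to 0.86).

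A signal that the paper does not analyse lies in the probes of the reference genes. The log2 difference between the last and the first probe along the transcript was higher at the middle than at the early stage by 1.92 for GAPDH, 1.38 for ACTB and 0.67 for RPL27, each in 9 of 9 cattle (exact sign-flip *P* = 0.0039, also after adjustment over the 3 genes). At the early, middle and late stages it was 5.03 ± 0.145, 6.95 ± 0.605 and 5.03 ± 0.0789 for GAPDH, 4.63 ± 0.388, 6.01 ± 0.680 and 5.11 ± 0.129 for ACTB, and 1.15 ± 0.0385, 1.83 ± 0.174 and 1.10 ± 0.0472 for RPL27 (SD, n = 9). Between the late and early stages it differed by −0.00 for GAPDH (exact *P* = 0.988), 0.47 for ACTB (exact *P* = 0.0078) and −0.05 for RPL27 (exact *P* = 0.0352). Over the 6 transcripts with several probes, 21 probes in all, those nearer the start fell relative to those nearer the end in the first period (one-sided exact permutation of the order within transcripts, *P* = 0.00165). The test was prompted by probes of these genes that disagreed in sign, and after overlapping probes were merged, a step added later, *P* was 0.00911 over 14 positions of 5 transcripts. This order is in line with RNA at the middle stage that was shorter, or labeled less far from the 3′ end, than at the other stages. Within the middle stage the tests did not settle it. Over the 9 arrays the GAPDH difference and the score on the first component had a rho of 0.45 (exact permutation *P* = 0.230, adjusted over 3 relations 0.345) and an r of 0.414 (exact permutation *P* = 0.264, adjusted 0.396), −0.0714 without the 2 arrays farthest from the median and 0.835 within slide 2. For ACTB r was −0.284 (exact permutation *P* = 0.456). The slope of each probe on the GAPDH difference among middle-stage arrays had a correlation of 0.441 with its first-period change across probes, and 11 of 100 reassignments of the difference reached it. The correlation was 0.586 over 6756 bright probes and 0.587 from the arrays of slide 2 alone, for which no reassignments were made, and with slopes from the early-stage and late-stage arrays, where the GAPDH difference varied less, it was 0.0408 and 0.0524. Slopes on the log2 median signal of the same arrays had a correlation of −0.626 with that change, so fragment length and brightness cannot be told apart here. For the list of 81 subunits, fixed beforehand, the slopes put the median at the 25.6 percentile of matched lists, so the list was not set apart from them. The 11 genes of Table 3 lay at the 4.6 percentile, which decides nothing because they were chosen for their fall on these arrays. A change of the tissue between 14 and 21 months of age remains open beside the technical one.

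Chance can be excluded for the differences between stages as a whole. Among 100 exchanges of the stages within cattle, the real one included, 1 gave as many DEGs of at least 2-fold as the real one in each comparison, 1 in the first, 1 in the second and 1 in the total period, and the largest other counts were 3642, 4641 and 324 against 4718, 5858 and 617.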

How the results depend on the processing

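Cyclic loess of bright probes and the arrays of the first scan day alone were chosen only after the result was seen. Of 551 values for the main results under an alternative, 492 kept their direction and their side of the threshold, and none reversed by its test. For the oxidative phosphorylation list that test is relative to the other probes. Its median of −0.02 in the first period changed sign, to 0.04 under 75th percentile scaling and with the series matrix values, 0.24 with the slide as a fixed block, 0.06 without animal 4 and 0.02 without animal 2. Of 8119 values for single genes, 7523 kept direction and side, 499 were weaker, 82 stronger and 15 reversed, and genes with no measured fold in a comparison were left out of these. The cause of a change was not tested unless it is named.

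Scaling moved the median log2 fold change of all probes, 0.325 and −0.270 in the 2 periods, to 0.390 and −0.457 under 75th percentile scaling, 0.088 and −0.036 under quantile normalization and 0.121 and −0.109 after normexp background correction. Relative to all probes, the 81 oxidative phosphorylation subunits changed by −0.44 per animal in the first period.

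Quantile normalization gave 2363 DEGs of at least 2-fold in the first and 3328 in the second period, 50 and 71 SLC genes and 70 probes in all 3 comparisons. Of the DEGs of at least 2-fold 38.4% and 52.8% were higher, and of all DEGs 51.3% in the first and 51.3% in the second period, against 75.9, 25.6, 68.0 and 37.7% without it. RPL27 reversed to −0.087 in the first period.

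Normexp gave 729, 1851 and 98 DEGs of at least 2-fold, 1170 DEGs over the total period, 11, 34 and 2 SLC genes and 10 probes in all 3 comparisons. Its offset of 50 shrinks the changes of dim probes. The higher share was 1.92%, 97.0% and 71.4% of the DEGs of at least 2-fold, against 75.9, 25.6 and 32.1%, while of all DEGs 67.3, 41.0 and 67.0% were higher, against 68.0, 37.7 and 55.6%. Reversed were SLC35C1 −0.021, RPL27 −0.23, MDM2 −0.061 and TWIST2 −0.024 in the first period and SLC10A5 0.043, ACTB 0.38 and NQO2 0.024 in the second.

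Without dim probes fewer probes were tested. This gave 6366 and 6898 DEGs in the 2 periods, 1765, 2483 and 347 of at least 2-fold, 32 and 52 SLC genes and 59 probes in all 3 comparisons. The oxidative phosphorylation list had medians of −0.11 (camera adjusted *P* = 0.0587) and 0.39 (0.0568). The higher share was 36.3% and 59.5% at 2-fold and 50.2% and 58.3% of all DEGs. Under 75th percentile scaling it was 17.4% at 2-fold in the second period, and 18.3% at 2-fold and 34.1% of all DEGs over the total period, and with the series matrix values 18.6% and 34.5%.

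With the slide as a random block (consensus correlation 0.293) the total period had 250 DEGs, 183 of at least 2-fold, 8 SLC genes and 1 of the 9 qPCR genes, 30 probes passed in all 3 comparisons, ND6 ranked 6, and SOD1 rose by 0.60 (adjusted *P* = 0.0653) in the second period. With the slide as a fixed block, the first period had 1 DEG, 1 of at least 2-fold, 0 SLC genes, 0 genes of Table 3 and 0 qPCR genes called by limma (2646 probes at an unadjusted *P* below 0.05). That fit rests on the 1 early-stage array of slide 2 and on the middle-stage arrays of slide 3. The list median was 0.24 (0.849), SOD2 changed by −1.42 (0.280) and ND6 by 1.64 (0.273). Of the first-period DEGs of at least 2-fold, 90.0% had the same direction in this fit. Reversed were ATP5F1B 0.027, ATP5PO 0.53, ATPAF1 0.018, NDUFS6 0.62, NOV 1.14 and HSPB8 0.71. Within slide 2 limma called 7, 7 of at least 2-fold, 0 SLC genes, 1 gene of Table 3 and 0 qPCR genes (3273 unadjusted), SOD2 changed by −1.96 (0.164) and ND6 by 2.73 (0.153), 95.9% of the DEGs of at least 2-fold had the same direction, and NFE2L2 reversed to 0.19.

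With 2 stages in the fit 4814 probes were DEGs over the total period, and by the methods' t-test 4526 against 3019. The methods' t-test, whose threshold in the paper is already a Benjamini-Hochberg adjusted one, gave 8901 and 9818 in the 2 periods. Without the animal block 9700, 10480 and 2753 probes were DEGs, and no main result changed its call. Of single-gene results without the block, 5 were weaker, TWIST2 in the first period at 0.51 (0.183), MYC in the second at 0.38 (0.0831), and ZNF33B, ABCC4 and AKR7A2 over the total period at −0.81 (0.0573), −0.78 (0.304) and 0.51 (0.0945). Another 2 were stronger, GAPDH in the second period at −0.23 (0.0365) and GNG7 over the total period at −0.54 (0.0424). With the estimated correlation camera gave 0.796 and 0.718 for the list medians −0.025 and 0.30, and the mitochondrially encoded list had −0.42 (0.810) and 0.37 (0.694). All genes of Table 3, those of either period, gave −1.19 (9.77e-11) and 1.30 (1.72e-07), though they were chosen on these arrays. Different cattle for the 2 periods gave a reversal correlation of −0.802. Cyclic loess, run over 6764 bright probes, gave 4383, 4761 and 1976 DEGs, 871, 1306 and 153 of at least 2-fold, 43.4% and 45.2% of them higher in the 2 periods, and a list median of 0.25 (0.113) in the second.

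Leaving out each animal in turn gave 9391 to 9862, 10308 to 10687 and 2266 to 3129 DEGs, 4070 to 4993, 5317 to 5995 and 587 to 645 of at least 2-fold, 99 to 117, 132 to 144 and 11 to 16 SLC genes, 10 to 11 and 12 to 13 genes of Table 3 at 2-fold, and 9 to 9, 9 to 9 and 4 to 6 qPCR genes. The list median lay between −0.12 and 0.06, 0.21 and 0.35, and 0.08 and 0.14, and in the first period it was 0.06 without animal 4 and 0.02 without animal 2. SOD2 lay between −1.30 and −1.16 and between 1.32 and 1.53, SOD1 between 0.70 and 0.91, and ND6 between 2.41 and 2.58, with ranks 2 to 5, the last without animal 5. Probes in all 3 comparisons were 106 to 143, the reversal correlation −0.896 to −0.877, and pseudo-F 8.86 to 11.1, 13.2 to 14.9 and 4.17 to 4.65 (exact *P* = 0.0078, the smallest with 8 cattle).

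Signal over background limits the first and second periods more than the total period. On the median middle-stage array 64.3% of probes were well above background, against 73.3% at the early and 72.2% at the late stage.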

Differences from the paper's values

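Cyclic loess normalization of bright probes was chosen only after the result was seen. The paper counts genes that were mapped for pathway analysis at 2-fold or more and the counts here are of probes, which is a limit of the comparison.

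The paper reports 3570 DEGs for the first and 3856 for the second period, and 9986 and 10735 probes were found here. No alternative set before the data were examined came within 1.5 times of these, and the methods' t-test gave 8901 and 9818. Cyclic loess of bright probes, chosen after seeing the values, gave 4383 and 4761, within 1.5 times, and dropped 18 of the 125 calls of the paper's Tables 1, 3 and S4 at this threshold because no bright probe stood for the gene. For the total period the paper's 2477 and the 3019 found here are within 1.5 times, but the methods' t-test gave 4526, 2 stages in the fit 4814, normexp background correction 1170 and the slide as a random block 250, none of them within 1.5 times of the paper's value. The other alternatives set before the data were examined that gave a total-period count were within it, at 2156 to 3129.

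At 2-fold the paper reports 873, 1216 and 115 DEGs, and 4718, 5858 and 617 were found here. Normexp background correction gave 729 and 98 in the first and total periods, within 1.5 times of the paper's values, and no other alternative set before the data were examined did, nor did any for the second period. Cyclic loess of bright probes, chosen after seeing the values, gave 871, 1306 and 153. These are within 1.5 times of the paper's values. It covers 6764 probes, and under it 24 of the 125 calls of the paper's Tables 1, 3 and S4 were not past both thresholds, 18 of these because no bright probe stood for the gene. Without it 12 of the 125 were not past both thresholds, and 4 of these were among the 24. The paper reports 315, 656 and 34 upregulated genes, and 3581, 1499 and 198 were found here. The slide as a random block gave 45 for the total period, and no alternative set before the data were examined came within 1.5 times for the first or second period. Cyclic loess, chosen after seeing the values and with those 24 calls not past both thresholds, gave 378, 590 and 37, each within 1.5 times of the paper's values. For genes common to all comparisons the paper reports 22 and 131 probes were found here, with 30 under the slide as a random block and none of the other alternatives set before the data were examined within 1.5 times.

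Of SLC genes the paper reports 2, 12 and 1 upregulated, and 89, 33 and 4 were found here, with no alternative set before the data were examined within 1.5 times. It reports 11, 7 and 2 downregulated, and 25, 109 and 9 were found here. Normexp gave 11 for the first period, and none came within 1.5 times for the second and total periods.

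The 125 fold changes of Tables 1, 3 and S4 and 3 fold changes of SOD1 and SOD2 given in the Discussion, 128 in all, were all of the same sign here, none differed by more than the SD between cattle, and the log2 values had a correlation of 0.998 with the paper's across genes. After normexp 75 of 128 differed, with the slide as a random block 3, with the slide as a fixed block 13 of 47 and within slide 2 8 of 47. With 1 animal left out 0 to 3 differed. The other alternatives gave 0. The shares of the first 2 components, about 41 and about 12% in Fig. 3, read by eye, did not differ by the criterion from the 47.6 and 9.37% found here, and with scaled probes they were 40.6 and 11.4%.

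The paper names ND6 as the top upregulated gene of the first period, and here it ranked 3 after BAZ2A and THRAP3, with a log2 fold change of 2.48. It states that most SLC genes were downregulated in the first period. Over all SLC probes past both thresholds 89 were upregulated and 25 downregulated here, while under quantile normalization 16 were upregulated and 34 downregulated, and the genes of Table 1 were in its direction in 13 of 13 cases. It states that every common gene reversed in the second period, and 129 of 131 did here. For SLC26A3 in the first period the text and Table 1 of the paper give different values, and the log2 fold change here was −2.74.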

Other observations

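The cell-type test with bright markers, the red blood cell against leukocyte comparison, cyclic loess, the test of scaling relative to all probes and the test within the first scan day were chosen only after the result was seen, as was the merging of overlapping probes.

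The largest pattern in the data is the distance of the middle-stage arrays from the others. Several technical explanations were tested for it. Dimness within the stage is in line with it, since among the 9 middle-stage arrays the dimmer ones lay farther out on the first component (rho −0.883, exact permutation *P* = 0.0031, adjusted over 3 relations 0.0092, r −0.908, without the 2 farthest arrays −0.772, within slide 2 −0.970). The 100 brightest probes held 35.3 ± 0.846% of the signal at the early, 41.3 ± 3.97% at the middle and 34.4 ± 1.07% at the late stage (SD, n = 9), 6.09 percentage points more at the middle than at the early stage in 9 of 9 cattle (exact *P* = 0.0039, the smallest possible), which is in line with a few probes taking more of the signal at that stage. Dim probes rose. The lowest decile of mean signal over all arrays had a median log2 fold change of 1.37 in the first period and the next 2 had 1.18 and 0.64, and on average 0.511, 2.15 and 12.8% of these probes were well above background on a middle-stage array. The 7 upper deciles had medians of −0.08 to 0.21. A trend with signal is not the whole cause, because after cyclic loess 871 of the bright probes were still DEGs of at least 2-fold in the first period, 776 of them among the 962 bright probes past both thresholds without it.

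GC content of the probe explained 0.630% of the variance of the first-period change, too little to account for it. No array correlated better with the mean of another stage than with its own (0 of 27), which argues against a swap of arrays between stages. For the first period, scan day is argued against by the arrays scanned on the first day alone, 9 early-stage and 7 middle-stage ones. These gave 3958 DEGs of at least 2-fold, 3643 of them shared with all arrays. For the late against the middle stage scan day stays open, because no middle-stage array was scanned on the same day as a late-stage array. Slide is left open. The early-stage array on slide 2 lay 2.84% of the way from the mean of the early-stage arrays on slide 1 to that of the middle-stage arrays on slide 2, within the range of the early-stage arrays on slide 1 (−1.29 to 13.2%), and the middle-stage arrays on slide 3 lay at 117 and 127%, but a single array cannot settle it.

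A lower share of epithelium in the biopsies was tested with marker lists written beforehand. First-period medians were 0.09 for stratified epithelium (17 genes), 0.36 for smooth muscle (9), 0.46 for fibroblasts (10), −0.09 for endothelium (7), −0.08 for leukocytes (12) and 1.00 for red blood cells (7), none called by camera. By fry, which tests against no change, red blood cells (adjusted *P* = 1.45e-05, higher in 8 of 9 cattle) and smooth muscle (0.00957, mean 0.60, 7 of 9) were called higher and no other marker list was called. After normexp the medians of stratified epithelium and fibroblasts were −0.23 and −0.10, and without it the means of stratified epithelium (−0.03) and endothelium (0.07) differ in sign from their medians. HBA rose by 1.22. The red blood cell and leukocyte lists moved apart by 1.01 ± 0.632 (SD, n = 9, exact *P* = 0.0078, 8 of 9 cattle), but 2 of the 7 red blood cell markers were well above background on all arrays. With bright markers alone, smooth muscle, fibroblasts, endothelium and leukocytes were compared in pairs. Among these the largest gap was between smooth muscle and leukocytes, 0.59 ± 0.74 (exact *P* = 0.0664, adjusted over 6 pairs 0.334). Red blood cells were left out of these pairs. Without dim probes their 2 remaining markers had a mean change of 0.90, and the 11 remaining leukocyte markers one of −0.24. The 12 bright epithelial markers fell by 0.30 in 8 of 9 cattle (exact *P* = 0.0234). A smaller share of epithelium may contribute and cannot be told apart from a change within it with so few bright markers.

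Arrays shared between the 2 periods do not account for their mirror image, because with different cattle for each period the correlation of the changes was −0.802.

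The fall of the 81 nuclear oxidative phosphorylation subunits in the first period was set against technical explanations too. Of 10000 lists matched on signal, 0.91% had a median as low, and the matched median was 0.15. In the second period the list lay at the 99.74 percentile. Matched lists hold unrelated probes, whereas the 81 subunits were correlated (0.266 as estimated by camera), so both shares overstate how rare such a list is. With that correlation camera gave an adjusted *P* of 0.796 in the first period. The matched lists therefore cannot settle whether signal level alone is the cause. Whether the list fell in absolute terms stays open, because the sign of its median depends on the level to which a scaling sets the arrays, −0.11 under quantile normalization and 0.04 under 75th percentile scaling. Its fall relative to the other probes was there under each scaling, by camera with a preset correlation, with an adjusted *P* of 0.00505 under quantile normalization, 3.29e-05 after normexp, and 0.00254 and 0.00252 under 75th percentile scaling and with the series matrix values, which shift all probes alike (range 3.29e-05 to 0.849 over the alternatives, 0.0587 without dim probes). Per animal the list lay −0.33 (−0.333) from the median of all probes under quantile normalization, in 9 of 9 cattle (exact *P* = 0.0039), and −0.66 after normexp, in 8 of 9 (exact *P* = 0.0391), which argues against the scaling as the whole cause of the relative fall. A general fall of abundant transcripts was tested against other lists. The mean change of the list was −0.20 (−0.204) below that of the proteasome in 8 of 9 cattle (exact *P* = 0.0078), −0.45 below that of cytosolic ribosomal proteins in 9 of 9 and −0.29 below that of glycolysis in 8 of 9, and by medians −0.41 below the ribosomal and −0.28 below the glycolysis list. Only against the proteasome do mean and median disagree, the median of the list lying 0.05 above, so a fall shared with the proteasome cannot be told apart. Brightness and age differed at the middle stage, and a difference in RNA fragment length or labeling was not settled. A biological fall of these transcripts is therefore a hypothesis that these arrays leave open.

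Upstream regulators were also read as genes. NFE2L2 changed by −0.30 in the first period (SE 0.12, limma adjusted *P* = 0.0342), lower in 6 of 9 cattle, and by 0.65 in the second (adjusted *P* = 8.36e-05), higher in 9 of 9, while its first-period change was 0.19 within slide 2. MYC changed by −0.56 (SE 0.16, adjusted *P* = 0.00523), lower in 9 of 9, and by 0.38 (adjusted *P* = 0.0400). KDM5B changed by 0.03 in the first period (adjusted *P* = 0.863). The 219 zinc finger genes had a median of 0.36 in the first period and −0.14 in the second, near that of all probes, and the 330 SLC genes had 0.37 and −0.37, but −0.05 and 0.22 without dim probes (16 of the SLC probes past both thresholds were higher and 34 lower in the first period under quantile normalization).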
